# Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency

**DOI:** 10.1186/1471-2164-15-759

**Published:** 2014-09-04

**Authors:** Binfeng Song, Qian Zhang, Zhaojun Zhang, Yang Wan, Qiong Jia, Xiaomin Wang, Xiaofan Zhu, Anskar Yu-Hung Leung, Tao Cheng, Xiangdong Fang, Weiping Yuan, Haibo Jia

**Keywords:** DBA, hematopoiesis, miRNA-seq, RNA-seq, RPS24

## Abstract

**Background:**

Diamond–Blackfan anemia (DBA) is a class of human diseases linked to defective ribosome biogenesis that results in clinical phenotypes. Genetic mutations in ribosome protein (RP) genes lead to DBA phenotypes, including hematopoietic defects and physical deformities. However, little is known about the global regulatory network as well as key miRNAs and gene pathways in the zebrafish model of DBA.

**Results:**

In this study, we establish the DBA model in zebrafish using an *RPS24* morpholino and found that *RPS24* is required for both primitive hematopoiesis and definitive hematopoiesis processes that are partially mediated by the p53 pathway. Several deregulated genes and miRNAs were found to be related to hematopoiesis, vascular development and apoptosis in *RPS24*-deficient zebrafish via RNA-seq and miRNA-seq data analysis, and a comprehensive regulatory network was first constructed to identify the mechanisms of key miRNAs and gene pathways in the model. Interestingly, we found that the central node genes in the network were almost all targeted by significantly deregulated miRNAs. Furthermore, the enforced expression of miR-142-3p, a uniquely expressed miRNA, causes a significant decrease in primitive erythrocyte progenitor cells and HSCs.

**Conclusions:**

The present analyses demonstrate that the comprehensive regulatory network we constructed is useful for the functional prediction of new and important miRNAs in DBA and will provide insights into the pathogenesis of mutant *rps24*-mediated human DBA disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-759) contains supplementary material, which is available to authorized users.

## Background

Diamond Blackfan Anemia (DBA, OMIM105650), which presents in infancy, is a rare congenital hypoplastic anemia characterized by the marked heterogeneity of clinical manifestations, such as anemia, macrocytosis, reticulocytopenia, developmental abnormalities, growth retardation and an increased risk of malignancy [1, 2]. Mutations in ribosomal protein genes ((encoding proteins for 40S ribosome (RPS) or 60S ribosome (RPL)) in humans have been identified as the causes of DBA because ribosome biogenesis is indispensable for immature erythrocytes in early and rapid growth phases [3]. For example, the human RPS19 gene, which encodes a protein that is part of the small subunit of the ribosome, was the first to be identified and the most frequently mutated ribosomal protein gene, accounting for approximately 25% of DBA patients [4]. Mutations in *RPS24* and *RPS17* have been found in approximately 2% of patients [5, 6], while mutations in genes encoding large ribosomal subunit-associated proteins, *RPL5*, *RPL11* and *RPL35A*, have been reported in 9% to 21.4%, 6.5% to 7.1%, and 3.3% of patients, respectively [7, 8]. To date, approximately 50% of DBA patients have been found to have at least a single heterozygous mutation in a gene encoding a ribosomal protein [9, 10].

*RPS19*, *RPL11* and *RPS24* insufficiency cause distinct cell cycle defects in DBA patients [11, 12]. RPS19 mutations decrease the proliferation of progenitor cells; however, terminal erythrocyte differentiation remains normal, with little sign of apoptosis. In contrast, *RPL11* mutations lead to a dramatic decrease in progenitor cell proliferation, delayed erythroid differentiation, with a marked increase in apoptosis and G_0_/G_1_ cell cycle arrest, and activation of the p53 pathway [11]. *RPS19*-deficient cells exhibit reduced levels of *Cyclin*-*E*, *CDK2* and retinoblastoma (Rb) protein, suggesting cell cycle arrest in the G1 phase. Interestingly, *RPS24*-deficient cells showed increased levels of the cell cycle inhibitor p21 and a seemingly opposing increase in *Cyclin*-*E*, *CDK4* and *CDK6*. The exact mechanism of DBA may be a combined effect of ribosome synthesis and p53 activation, and more efforts are needed to correlate specific mutations to the disease phenotypes such as its impact on erythropoiesis. To achieve this goal, the regulatory networks for each RP mutation may be needed to be established for careful examination and comparison. In addition, unbiased screen approaches are also necessary to understand DBA pathogenesis using various models, such as mouse and zebrafish, in addition to patient samples because no mutations were found in approximately 50% of clinically diagnosed DBA patients.

The ease of maintenance, the large number of offspring, and the possibility to conduct high resolution in vivo imaging have made zebrafish an attractive model organism of choice in biomedical research. While deep sequencing is now widely accepted as a useful tool to investigate human disease mechanisms and gene functions [13, 14]; it has not been widely used in zebrafish for mechanistic studies of hematopoiesis and related diseases [15–18]. In this study, by applying the high-throughput RNA-seq and miRNA-seq methods, we characterized the deregulated RNAs, miRNAs and molecular regulatory networks in *RPS24*-deficient zebrafish embryos in comparison with controls. Several key genes and miRNAs related to hematopoiesis, vascular development and apoptosis were found to be dysregulated in *RPS24*-deficient zebrafish. In addition, several hematopoietic miRNA signatures are uniquely expressed in *RPS24* MO such as miR-142-3p and miR-29a, which have been previously reported to be required for the formation and differentiation of hematopoietic stem cells [19, 20]. We further confirmed that one of the uniquely expressed miRNAs, miR-142-3p, plays a critical role during erythrocyte progenitor cell and HSC formation. A comprehensive regulatory network for *RPS24* MO-specific DBA was constructed and can be used to identify the mechanisms of key miRNAs and gene pathways in this *RPS24* MO DBA Model.

## Results

### Hematopoietic defects in *RPS24*MO

To study the regulatory network and the function of *RPS24* during hematopoiesis in zebrafish, we first established an *RPS24*-deficient zebrafish model using Morpholino knockdown (MO) technology. The embryos injected with control MO did not display any morphological changes; however, the *RPS24* MO exhibited various phenotypes, including tail deformities and hematopoietic defects. The hemoglobin staining results indicated that hemoglobin-stained blood cells were markedly decreased in *RPS24* MO at 48 hpf and were partially rescued in *RPS24* + *p53* MO embryos (Figure 1), similar to our previous *RPS19* MO and *RPL11* MO phenotypes [18]. To further determine if *RPS24* deficiencies in zebrafish cause hematopoietic defects that resemble DBA patients, we analyzed multiple markers of primitive and definitive hematopoiesis by RNA whole-mount *in situ* hybridization. Both the expression of the hemangioblast marker *scl* and primitive erythroid progenitor marker *gata1* were decreased in *RPS24* MO at 12 hpf. Similarly, the expression of the definitive hematopoietic stem cell markers *cmyb* and *runx1* were also decreased significantly in *RPS24* MO at 48 hpf. Furthermore, both primitive and definitive hematopoiesis phenotypes caused by *RPS24* MO were partially rescued by knocking-down *p53*, suggesting that *RPS24* is required for both primitive and definitive hematopoiesis, which are both partially mediated by the p53 pathway (Figure 2).

**Figure 1:**
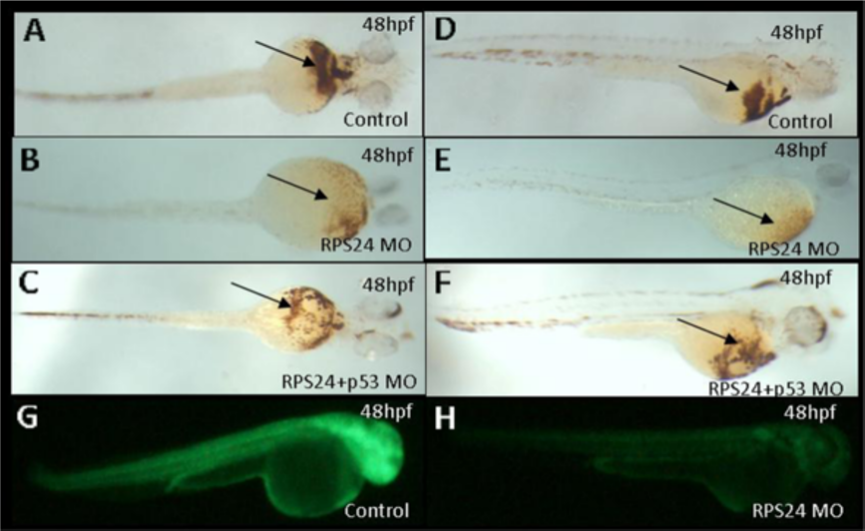
**Hemoglobin staining of embryos injected with rps24 MO using o**-**dianisidine and effectiveness of rps24 MO. (A**-**F)** O-staining of rps24 MO embryos showed a drastic reduction in the number of hemoglobin-stained blood cells when rps24 is knockdown (**A** and **D** are controls, **B** and **E** are rps24 knockdown) and partially rescued phenotype by co-injection of p53 MO (**C** and **F**). **(G**-**H)** The sequence of rps24 MO is a compliment of 1–24 bp of rps24 cDNA. Embryos co-injected with 25 ng rps24: egfp DNA and 5 ng control MO produced green fluorescent protein **(G)**, and the expression of green fluorescent fusion protein was inhibited by co-injection with 2 ng rps24 Mo **(H)**. **A**, **B**, **C** are ventral view; **D**, **E**, **F**, **G** and **H** are lateral view.

**Figure 2:**
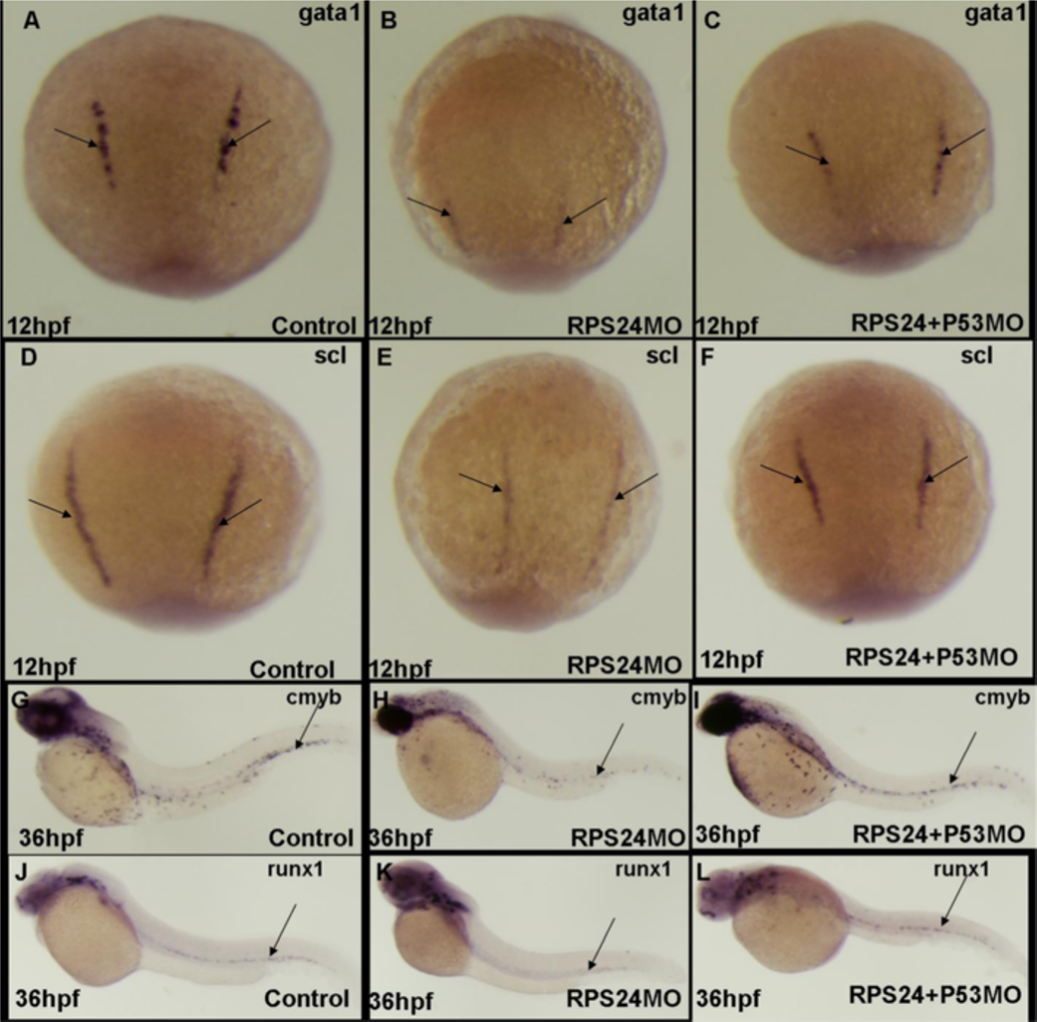
**RPS24 is required for both primitive and definitive hematopoiesis zebrafish partly mediated by p53 pathway. (A**-**C)** The expression of gata1 (black arrow) was significantly decreased in rps24 MO and can be partly rescued in rps24 and p53 double MO at 48 hpf. **(D**-**F)** The expression of scl was significantly decreased in rps24 MO and can be partly rescued in rps24 and p53 double MO at 48 hpf. **(G**-**L)** The expression of cmyb and runx1 was significantly decreased in rps24 MO and can be partly rescued in rps24 and p53 double MO at 48 hpf.

### Global changes of gene expression in *RPS24*MO

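For the mRNA-seq experiment, RNA was pooled from zebrafish embryos injected with control MO or with RPS24 MO, an antisense oligonucleotide directed against the ribosomal protein gene rps24, and collected at 48 hpf. The files analysed here hold 1 library per group, so there are no replicates, and no difference between the groups can be compared with the variation between embryos, clutches or library preparations. The Methods of the paper give a dose of 0.5 ng MO and about 50 embryos per pool, whereas the sample labels give 2 to 5 ng and 40 to 50 embryos. For the fluorescent reporter test of Fig. 1, the paper gives 2 ng rps24 MO and 5 ng control MO. The authors aligned the reads with TopHat to Zv9/danRer7 and used Cufflinks to compute gene-level FPKM, that is the fragments of a gene corrected for the length of its transcripts and for the mapped fragments of the library, with a lower and an upper confidence bound for each value. Each table lists the same 14417 genes by symbol and locus, with no symbol repeated. Cufflinks flagged 49 genes in each library as having too little data, and 1 gene in RPS24 MO as failed. The FPKM summed to 1229675 in control MO and 1380474 in RPS24 MO. The tables give no read counts, transcript lengths or coverage, so the depth behind each value is unknown and counts could not be tested. The fold change was computed as the RPS24 MO FPKM divided by the control MO FPKM with no pseudocount, over genes with FPKM above 1 in at least 1 of the 2 libraries, which 11230 genes reached. The choices that could change the numbers are the FPKM minimum, the pseudocount and the scaling between the 2 libraries. The bounds lie 2 SD from the FPKM. With 1 library per group, they hold no measured variation between embryos, clutches or library preparations. Where the upper bound of one library lay below the lower bound of the other, the intervals are called separate.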

The libraries were sequenced using the Illumina Hi-seq 2000 Genome Analyzer platform with paired-end 100 base-pair tags to a depth of 37–40 million reads. These reads were then mapped to the zebrafish genome assembly 2010 version (Zv9). Approximately 16–17 million reads were mapped to this genome, accounting for 40%-50% of the total reads. More than thirteen thousand genes were detected by RNA-seq, which represented 82% of total genes assembled in Zv9 zebrafish genome (Table 1). 

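In the deposited tables, 13205 of 14417 genes had an FPKM above 0 in control MO and 13092 in RPS24 MO (no replicates), which is 91.6% and 90.8% of the genes listed. Both libraries detected 12841 genes, while 364 genes were detected only in control MO and 251 only in RPS24 MO. The count depends on the smallest FPKM accepted: 11072 genes in control MO and 10160 in RPS24 MO had an FPKM above 1, the alternative that changed these counts most.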

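Cuffdiff compares the logarithm of the ratio of the 2 FPKM values with the uncertainty that Cufflinks assigns to each, and with 1 library per group this uncertainty holds no biological replication. The statistic was recomputed from the deposited bounds, taking each arm of the interval as 2 SD. For all 48 genes listed in Tables S3 to S6, the recomputed p-value was within 2% of the one printed by the authors, and the fold change was equal to theirs within rounding. The SD that the bounds imply depended on expression level. In the lowest FPKM decile of expressed genes the median relative SD was 0.371 of the FPKM in control MO and 0.442 in RPS24 MO, against 0.215 and 0.218 in the seventh decile and 0.239 and 0.24 in the highest. For the median expressed gene, a ratio of 1.99 corresponds to 2 SD of the log ratio. By these bounds, smaller changes in a single gene were not detectable. The relative SD was no smaller in the highest decile than in the seventh, so read depth alone does not set it.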

Based on the FPKM values, the Cuffdiff package was used for differential expressed gene detection for *RPS24* MO and the control. 

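Of the 11230 genes with FPKM above 1 in at least 1 library, 1265 were higher and 6391 lower in RPS24 MO by more than 1.3-fold (no replicates). Requiring in addition that the deposited 95% intervals of the 2 libraries were separate left 70 higher and 719 lower genes, 789 in total. The median fold change, over those with FPKM above 0 in both libraries, was 4.044 among the higher and 0.273 among the lower genes. An FPKM of 0 in one of the libraries was found for 8 of the 70 and 17 of the 719 genes. When the p-value of the Cuffdiff statistic, recomputed from the bounds, was required to be below 0.01 in place of separate intervals, a setting added after the values had been seen, 103 genes were higher and 1162 lower. Scaling the RPS24 MO values by 1.3497, which brings the median ratio of genes expressed in both libraries to 1, had the largest effect among the alternatives set in advance and gave 202 higher and 274 lower genes with separate intervals.

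**Figure D1:**
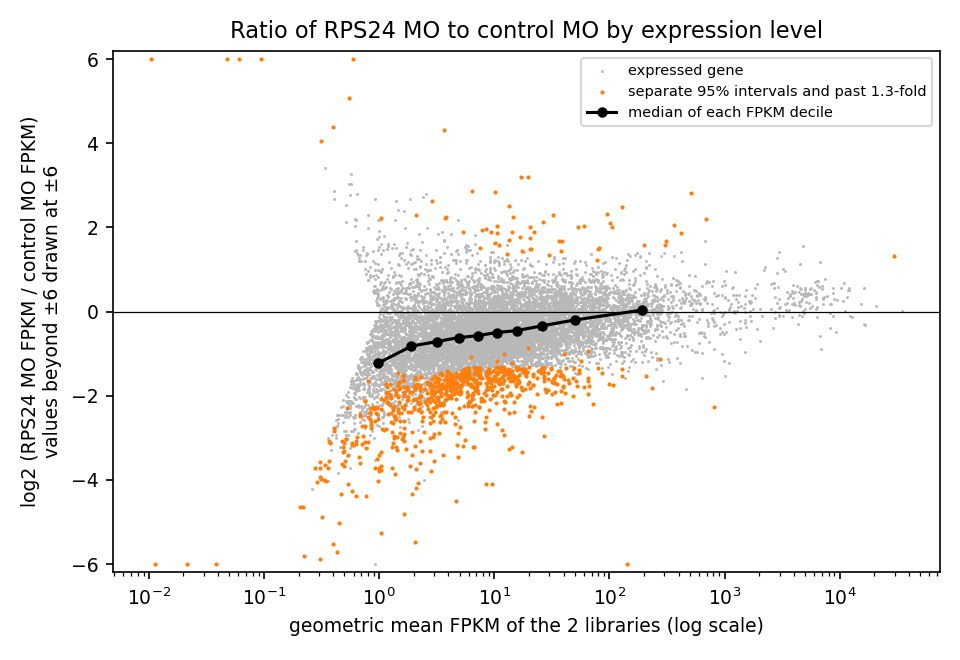
Each point is 1 of 11183 expressed genes with FPKM above 0 in both libraries, with the geometric mean FPKM on the x axis (log scale) and the log2 ratio of RPS24 MO to control MO on the y axis. Orange points have separate 95% intervals and a change of more than 1.3-fold, and the black line joins the medians of the FPKM deciles, which rise from a ratio of 0.425 in the lowest decile to 1.024 in the highest.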

In total, 448 genes were found to be expressed significantly different in *RPS24* MO when compared to the control (FPKM >1, fold-change >1.3, and p-value <0.01). 

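Among the 789 genes with separate intervals and a change above 1.3-fold, 719 were lower in RPS24 MO, or 91.1%. Without the intervals, 6391 of the genes past 1.3-fold were lower and 1265 higher, 5.05 lower genes for each higher gene. The whole distribution was shifted. Over 11183 expressed genes with FPKM above 0 in both libraries, the median log2 ratio was -0.4948 (95% binomial interval of the median across genes, -0.5119 to -0.4809; no replicates), a ratio of 0.7097, and the middle 50% of genes lay between -0.984 and -0.019. The shift depended on expression level, with a median ratio of 0.425 in the lowest FPKM decile, 0.672 in the fifth, 0.872 in the ninth and 1.024 in the highest. In the highest decile 266 genes were higher and 258 lower by more than 1.3-fold, against 124 and 868 in the lowest. With the median ratio of genes expressed in both libraries scaled to 1, 2997 genes were higher and 3699 lower, the largest change that any of the alternatives set in advance made to the balance. From the excess of down-regulated genes, the paper reasons that some biological functions might be repressed by RPS24 deficiency.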

Majority of these genes (404 out of 448) were down-regulated, which demonstrated that some of biological functions might be repressed due to *RPS24* deficiency.

**Table 1:** **Summary of mRNA**-**seq and miRNA**-**seq data mapping results**

	mRNA-seq		miRNA-seq	
	***RPS24***MO	Control	***RPS24***MO	Control
**Total reads**	37,681,854	39,819,594	10,877,136	3,796,697
**Mapped reads**	16,292,078	17,047,289	1,838,474	965,240
**Percentage of mapped reads**	43%	43%	17%	25%
**Matched genes/** **miRNAs**	13,092	13,205	220	214
**Percentage of matched genes/** **miRNAs**	82%	83%	48%	46%

### GO term enrichment analysis

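The 70 genes that were higher in RPS24 MO by more than 1.3-fold with separate intervals included 8 with an FPKM of 0 in control MO, and the others had a median fold change of 4.044 (no replicates). By expression level, 9 of these others lay in the lowest FPKM decile and 12 in the highest. Beyond 5-fold there were 53 higher genes, of which 19 had an FPKM of 0 in control MO. The number beyond 5-fold fell to 8 when an FPKM above 1 was required in both libraries. The paper relates the absence of an enriched GO term among the up-regulated genes to their small number. GO annotation is not in the files analysed here, so the enrichment was not repeated.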

As few genes were found up-regulated in *RPS24*-deficient zebrafish, there is no GO term significantly enriched by them. 

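GO annotation is not in the files analysed here, and families of transcription factors recognised by their symbols (hox, fox, sox, pax, lhx, tbx, irx and others) were used to describe the down-regulated genes. Of 323 such genes in the tables, 290 were expressed, and 203 of these were lower and 19 higher in RPS24 MO by more than 1.3-fold (no replicates). With separate intervals, 55 of the 290 were lower and 1 was higher, so the families account for 55 of the 719 lower genes. Among genes drawn as down-regulated in Fig. 6, crx had an FPKM of 22.0118 in control MO (95% interval 12.7631 to 31.2605) and 0.979 in RPS24 MO (0.2523 to 1.7058), a fold change of 0.0445. The FPKM of neurod was 43.6865 (24.9756 to 62.3975) in control MO and 4.6869 (2.2881 to 7.0857) in RPS24 MO, a fold change of 0.1073. Only 0.09% of the genes in the FPKM decile of crx, and 0.27% in that of neurod, changed at least as much. The heart gene vmhc, with 5.249 (3.0077 to 7.4903) in control MO and 0.3597 (0.0928 to 0.6266) in RPS24 MO, had a fold change of 0.0685, which a pseudocount of 1 brought to 0.2176. From the GO terms of the down-regulated genes the paper concludes that the development of several systems and organs is associated with them.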

However, down-regulated genes, accounting for more than 90% of total deregulated genes, were associated with the development of several systems (skeletal, nervous, and sensory) and organs (heart, eye, and ear) (Additional file 1: Table S1). It indicated that these developmental processes might be affected more by the deregulation of enriched genes. The phenotypic observations of tail deformities of *RPS24*-deficient zebrafish might be one of the outcomes resulting from these abnormalities.

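More than 5-fold lower in RPS24 MO were 318 genes with FPKM above 1 in at least 1 library, of which 28 had an FPKM of 0 in RPS24 MO (no replicates). Most were weakly expressed: 232 of the 318 had an FPKM below 5 in both libraries. By the Cuffdiff statistic recomputed from the authors' bounds, 220 of the 318 had a p-value below 0.01, a setting added after the values had been seen. The 318 include the 28 genes with an FPKM of 0, for which the log ratio is undefined. The count of 318 was sensitive to the treatment of low values. It was 40 genes at a pseudocount of 1, 55 where FPKM above 1 was required in both libraries, and 843 with no FPKM minimum.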

Due to the large numbers of down-regulated genes in *RPS24* MO and a plurality of their enriched GO terms, we were also concerned about the biological functions of down-regulated genes with higher fold-change of the control (fold-change >5, and p-value <0.01). 

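Among the genes lower by more than 5-fold, 18 belonged to the transcription factor families named by symbol (290 expressed) and 17 to families of cell adhesion genes (cadherins, protocadherins, claudins, integrins, laminins, contactins, neurexins and neuroligins; 96 expressed, no replicates). Of the 96 adhesion family genes, 69 were lower and 10 higher by more than 1.3-fold, and 30 were lower and 2 higher with separate intervals. The genes were assigned to families by symbol because GO terms are not in the files analysed here. Where a pseudocount of 1 was added, the number of genes of any family lower by more than 5-fold dropped from 318 to 40. From the enriched terms of these genes, the paper proposes that transcription, DNA/RNA metabolism, organ development and cell adhesion may be damaged.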

Of particular interest, the genes were enriched in not only transcription, DNA/RNA metabolism, and organ development, but cell adhesion (Additional file 2: Table S2). This observation reveals that these functions may be damaged significantly by *RPS24* deficiency.

### Global changes of hematological gene expression in *RPS24*MO

To further dissect the molecular mechanisms for the defect of hematopoiesis due to *RPS24* knockdown, we searched all the related keywords in the Gene Ontology database (http://www.geneontology.org/) and obtained 1259 genes related to the hematological system in the zebrafish genome. Most of the erythroid gene expression was comparable in *RPS24* MO compared to the control; however, 3 up-regulated genes and 22 down-regulated genes (fold-change >1.3 and p-value <0.01) were identified (Figure 3A and Additional file 3: Table S3). 

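Erythroid genes were represented by 27 symbols found in the tables out of 42 listed in advance (globins, heme synthesis enzymes, membrane proteins and regulators), of which 26 were expressed. Of these 26, 10 lay within 1.3-fold, 5 were higher and 11 were lower in RPS24 MO, and separate intervals were seen for 2, both lower (no replicates). Their median fold change was 0.855. The median log2 ratio exceeded that of random sets of genes with similar FPKM by 0.0752, which was within the range of such sets (permutation test across genes, p = 0.63462, adjusted p = 0.63462 over 7 sets). The embryonic globin gene hbae1 had an FPKM of 4802.32 (1977.16 to 7627.48) in control MO and 4744.56 (1926.98 to 7562.15) in RPS24 MO. The gene hbbe3 was 2.9385 times as high in RPS24 MO, but with overlapping intervals. The lower genes with separate intervals were hbaa1, at 8.7882 (2.6902 to 14.8863) and 0.8871 (0 to 2.0607), and tfr1b, at 7.0383 (3.9116 to 10.165) and 1.5051 (0.5896 to 2.4206). With the mean of the set in place of the median, the difference from random sets changed sign, to -0.0888. All 25 hematological genes of Table S3 changed in the direction the paper gives, 3 higher and 22 lower, each with separate intervals. The 22 lower genes had fold changes between 0.114 and 0.37. The authors selected these genes from the same 2 libraries. All 25 kept their direction under every alternative, and the largest move was that of tll1, from 0.1399 to 0.5531 with a pseudocount of 1.

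**Figure D2:**
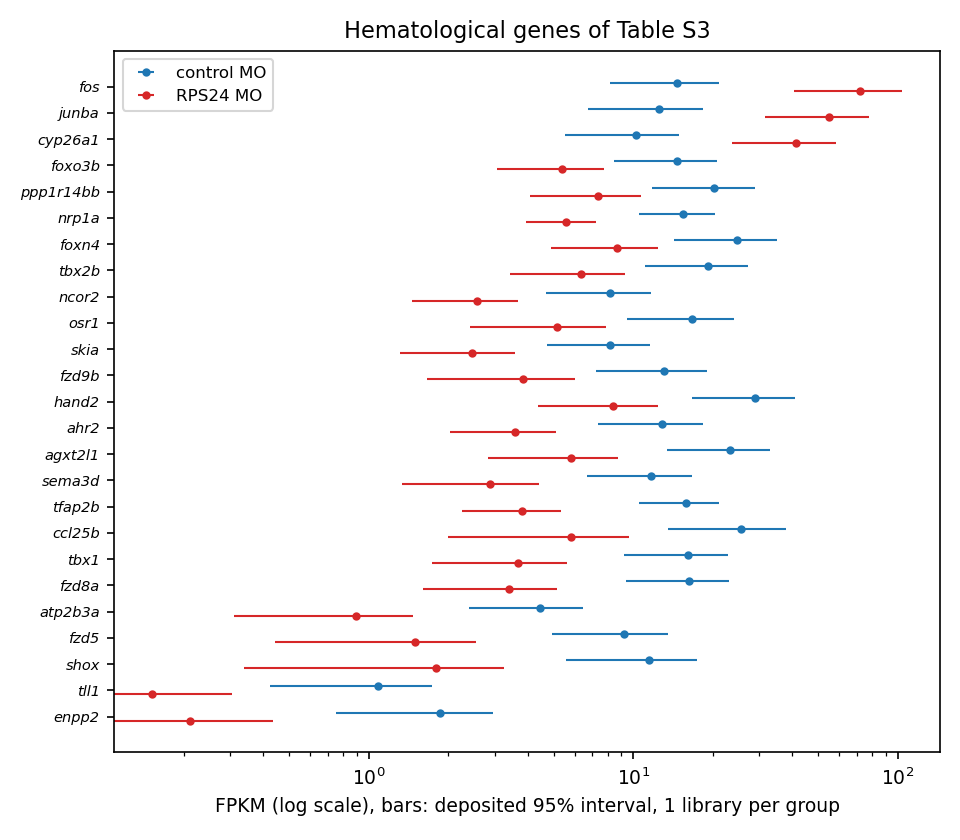
FPKM (log scale) of the 25 genes of Table S3 in control MO (blue) and RPS24 MO (red), with the deposited 95% intervals as bars and 1 library per group. The 3 genes at the top are higher in RPS24 MO and the other 22 are lower, and the intervals of enpp2 and tll1 in RPS24 MO reach 0 and run off the log axis.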

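The gene fos (chromosome 20 of Zv9/danRer7, 46803309 to 46805421 as the tables give it) had an FPKM of 14.6071 (95% interval 8.1416 to 21.0725) in control MO and 72.241 (40.4211 to 104.061) in RPS24 MO, a fold change of 4.9456 (no replicates). For junba (chromosome 1, 52226930 to 52228460) the FPKM rose from 12.5627 (6.777 to 18.3483) to 54.8084 (31.45 to 78.1668), a fold change of 4.3628. The third up-regulated gene, cyp26a1, went from 10.214 (5.5136 to 14.9143) to 41.1506 (23.6896 to 58.6117), or 4.0288-fold. In each case the intervals were separate, and 0.45%, 0.72% and 0.81% of the genes in the same FPKM decile changed at least as much. Scaling the median ratio to 1 moved these values most, to 6.6751 for fos, 5.8885 for junba and 5.4378 for cyp26a1. RPL11 MO embryos are not in the files analysed here.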

Among the three up-regulated genes, *fos* and *junba* were also up-regulated in *RPL11* MO zebrafish and were independent of the p53 pathway regulation [21]. Frizzled homolog family genes (*fzd5*, *fzd8a*, and *fzd9b*), which are important receptors in Wnt signaling and play critical roles during early development process, were repressed in *RPS24* MO [22, 23]. 

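The FPKM of fzd5 was 9.2256 (95% interval 4.9451 to 13.5062) in control MO and 1.4968 (0.4439 to 2.5496) in RPS24 MO, a fold change of 0.1622 (no replicates). For fzd8a it was 16.2117 (9.3731 to 23.0503) and 3.3791 (1.607 to 5.1512), a fold change of 0.2084, and for fzd9b 13.1122 (7.2589 to 18.9655) and 3.8393 (1.6646 to 6.014), a fold change of 0.2928. None of the 3 pairs of intervals overlapped. At similar FPKM, 1.16% of genes changed as much as fzd5, 0.98% as much as fzd8a and 4.02% as much as fzd9b. The alternative with the largest effect was the pseudocount of 1 for fzd5 (0.2442) and scaling of the median ratio for fzd8a (0.2813) and fzd9b (0.3952). From these lower values the paper concludes that this family of Wnt receptors was repressed in RPS24 MO.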

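In RPS24 MO the FPKM of nrp1a was 5.5737 (95% interval 3.9422 to 7.2052), against 15.4142 (10.5269 to 20.3016) in control MO, a fold change of 0.3616 (no replicates). The gene sema3d had a fold change of 0.2451, from 11.7237 (6.7165 to 16.731) to 2.874 (1.3392 to 4.4088), and tbx1 one of 0.228, from 16.0913 (9.2655 to 22.9172) to 3.6695 (1.7279 to 5.611). The fold change of fzd5 was 0.1622. All 4 genes had separate intervals, and between 1.16% and 4.74% of the genes of similar FPKM changed at least as much. After scaling of the median ratio to 1, the fold changes were 0.488 for nrp1a, 0.3309 for sema3d and 0.3078 for tbx1. RPS19 MO embryos are not in the files analysed here, and the comparison with them is the paper's.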

In addition, *fzd5*, *nrp1a*, *sema3d*, and *tbx1* were also significantly down-regulated in *RPS24* MO as in *RPS19* MO zebrafish, and *fzd5* was found to be dependent of the p53 pathway [18]. 

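Primers for 6 of the genes are listed in Table S8, and the RNA-seq values of the same 6 genes were as follows (no replicates). Higher in RPS24 MO were fos (fold change 4.9456), junba (4.3628) and cyp26a1 (4.0288). Lower were hand2, with an FPKM of 28.7711 (95% interval 16.6507 to 40.8915) in control MO and 8.3932 (4.349 to 12.4373) in RPS24 MO, ndrg4, with 8.414 (4.8791 to 11.9489) and 1.5968 (0.7902 to 2.4035), and tbx1, with 16.0913 (9.2655 to 22.9172) and 3.6695 (1.7279 to 5.611). The fold changes of these 3 genes were 0.2917, 0.1898 and 0.228. None of the alternatives changed a direction, and the largest relative move was that of ndrg4, to 0.2758 with a pseudocount of 1. The RT-PCR measurements are not in the files analysed here. The paper reasons that the trend in RT-PCR was similar to that of the transcriptome.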

To confirm the RNA-seq results, we randomly examined 6 of these genes using RT-PCR and we found that the expressional variation trend in RT-PCR results were similar to that identified from the transcriptome analysis. (Figure 3B).

**Figure 3:**
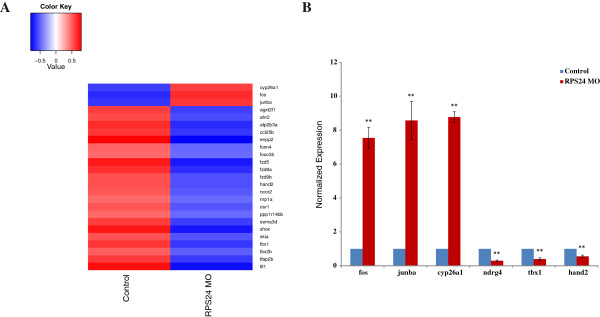
**Differentially expressed hematological genes in** ***RPS24*** **MO. (A)** A total of 25 differentially expressed hematological genes (by fold-change >1.3 and p-value <0.05) were detected in *RPS24*-deficient zebrafish embryos in 48hpf. The expression intensity of these genes were normalized to (-1, 1) and represented as heat map by R script. **(B)** Representative experimental validation of the regulated genes by Real-time PCR analysis. Gene expression was represented as the mean ± SD and One-way ANOVA was performed for comparison between Control and *RPS24*-deficient zebrafish embryos (**P <0.001, *P <0.01, n = 3). Gene expression in Control samples was normalized to 1.

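All 25 genes of the heat map were found in the tables, and they included 3 genes with fold changes from 4.029 to 4.946 and 22 genes with fold changes from 0.114 to 0.37, with a median of 0.264 (no replicates). The most weakly expressed were tll1, at 1.0818 FPKM in control MO (95% interval 0.4237 to 1.7398) and 0.1514 in RPS24 MO (0 to 0.3055), and enpp2, at 1.8536 (0.7492 to 2.958) and 0.2104 (0 to 0.4359). Their fold changes of 0.1399 and 0.1135 were also the most dependent on the pseudocount, becoming 0.5531 and 0.4242 with a pseudocount of 1. Relative to genes of similar FPKM the changes were uncommon but not all rare: the share of genes in the same decile that changed at least as much had a median of 2.5% and reached 10.19%.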

It has been previously demonstrated that genes required for the earlier development of the vascular system may be associated with the initiation of the definitive hematopoietic program [24]. In addition, the depletion of several ribosomal proteins induces apoptosis and leads to a decrease in cell growth of primary hematopoietic cells [11]. To further investigate the regulations of genes participated in these functions including vascular development, cell growth and apoptosis, which are associated with primitive and definitive hematopoiesis, we analyzed the expression of genes associated with these functions. One up-regulated and 29 down-regulated vascular development-related genes were observed, suggesting that the defects may be related to the hematopoietic system in *RPS24* MO (Additional file 4: Table S4). 

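All 30 vascular development genes of Table S4 were found, 1 higher and 29 lower in RPS24 MO, each past 1.3-fold and with separate intervals (no replicates). The higher gene was cyp26a1, 4.0288-fold. Among the lower genes the fold change ran from 0.069 to 0.394, with a median of 0.253. The smallest ratio belonged to vmhc, with an FPKM of 5.249 (95% interval 3.0077 to 7.4903) in control MO and 0.3597 (0.0928 to 0.6266) in RPS24 MO, followed by atp1b2b, with 3.7205 (1.7382 to 5.7029) and 0.2701 (0 to 0.5566). The highest of the ratios was that of fgfr2, at 25.5729 (20.4295 to 30.7164) and 10.0764 (7.8821 to 12.2706). Among genes of the same FPKM decile, a median of 2.82% changed as much as the listed genes. The only alternative to change the count was summing FPKM over genes that share a locus, added after the values had been seen, which left 29 of the 30 past 1.3-fold in the stated direction. From these genes the paper proposes that the defects may be related to the hematopoietic system in RPS24 MO.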

Meanwhile, we found 6 down-regulated genes associated with cell growth, and none were up-regulated (Additional file 5: Table S5). 

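The 6 cell growth genes of Table S5 were all lower in RPS24 MO by more than 1.3-fold, with fold changes from 0.179 to 0.362 and separate intervals (no replicates). The lowest was epha4b, at 3.1644 FPKM (95% interval 1.5394 to 4.7894) in control MO and 0.5656 (0.123 to 1.0082) in RPS24 MO. In the FPKM decile of epha4b, 15.28% of genes changed at least as much, the largest such share among the genes of Tables S3 to S6. The gene foxd1 had a fold change of 0.2115, from 12.8057 (7.2742 to 18.3372) to 2.7084 (1.1594 to 4.2575), and robo2 one of 0.2947, from 9.0952 (5.2687 to 12.9217) to 2.6802 (1.4047 to 3.9557). The fold changes of sema3d, foxn4 and nrp1a were 0.2451, 0.3507 and 0.3616. A pseudocount of 1 moved epha4b most, to 0.376, and no alternative brought any of the 6 genes within 1.3-fold.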

In *RPS24* MO zebrafish, 8 genes with roles in apoptosis were expressed much lower, and one gene was expressed higher than in the control (Additional file 6: Table S6).

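Table S6 lists 9 apoptosis genes, and in the FPKM tables 8 were lower and 1 was higher in RPS24 MO (no replicates). The higher gene, foxq1a, had 5.2103 FPKM (95% interval 2.2198 to 8.2008) in control MO and 21.2026 (12.054 to 30.3511) in RPS24 MO, a fold change of 4.0694. Of the lower genes, casp3a had a fold change of 0.3633, from 30.6366 (17.5224 to 43.7509) to 11.1311 (6.3997 to 15.8625), and prl one of 0.1654, from 5.8236 (2.5717 to 9.0754) to 0.9633 (0.1113 to 1.8153). The 8 fold changes lay between 0.165 and 0.394 with a median of 0.296, and all 9 genes had separate intervals. The lists of Tables S3 to S6 overlap, so that they name 48 genes in all, and genes such as skia (0.3012) and tfap2b (0.2396) are counted in several of them. Scaling the median ratio to 1 changed foxq1a to 5.4925 and casp3a to 0.4904, with all 9 directions unchanged.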

### The miRNA signatures of *RPS24*deficiency zebrafish

miRNA-seq libraries were constructed and sequenced using the Illumina Hi-seq 2000 Genome Analyzer platform with 80 base-pair tags to a depth of 3.8-10.9 million reads. These reads were mapped to the miRBase to detect known miRNAs. Approximately 0.9-1.8 million reads were mapped to miRNAs in the miRBase (Table 1). The miRNA expression patterns were compared in *RPS24 MO* with their control counterparts. A total of 103 up-regulated miRNAs and 24 down-regulated miRNAs were identified (p-value <0.05). Among these miRNAs, 6 miRNAs were highly expressed in *RPS24* MO but were barely detected in control embryos (Figure 4A). We further confirmed a total of 12 regulated miRNAs by performing RT-PCR. The miRNA-seq results were validated by specific PCR with significant differences (p-value < 0.01) between *RPS24*-deficient zebrafish embryos and the controls (Figure 4B).

**Figure 4:**
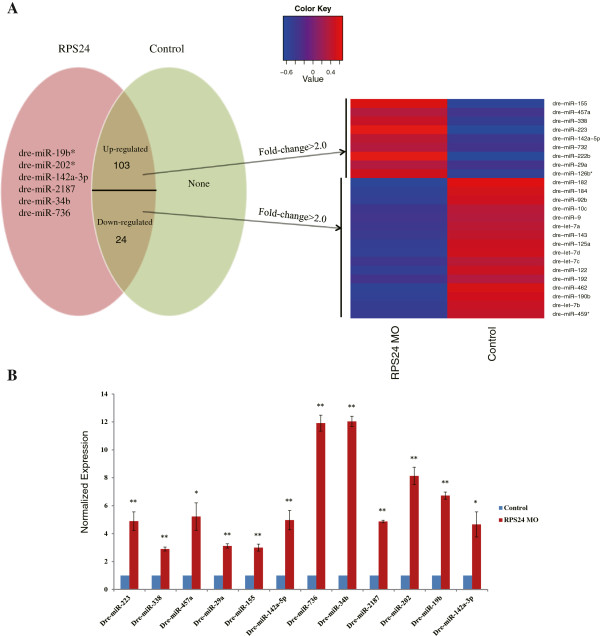
**Differentially regulated known miRNAs. (A)** Specific expressed miRNAs in *RPS24* and Control are represented in the form of Venn diagrams. A subset of miRNAs that are differentially regulated by fold-change >2.0 and p-value <0.05 is in the overlapped area and their normalized expression levels can be seen in the heat map. **(B)** Representative experimental validation of the regulated miRNAs by Real-time PCR analysis. Gene expression was represented as the mean ± SD and One-way ANOVA was performed for comparison between Control and *RPS24*-deficient zebrafish embryos (**P <0.001, *P <0.01, n = 3). Gene expression in Control samples was normalized to 1.

To observe the biological functions affected by regulatory miRNAs, we used the MicroCosm Targets database (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/) for miRNA target prediction and DAVID for gene functional annotation [25]. We obtained 3900 potential target genes of 9 significantly up-regulated miRNAs (fold-change >2.0 and p-value <0.05) and 6735 potential target genes of 16 significantly down-regulated miRNAs (fold-change >2.0 and p-value <0.05). Multiple false positive results occur in gene prediction, and the targets of certain miRNAs may be altered in different cellular environments; therefore, we overlapped the prediction results with the mRNA-seq results. We found 8 up-regulated genes that were potentially regulated by lower expressed miRNAs and 36 down-regulated genes that were potentially regulated by higher expressed miRNAs. These genes were associated with the development and morphogenesis of organs and systems (especially nervous system) (Figure 5). Generally, these results were in agreement with the functional analysis of the studied regulated genes, which suggested that these miRNAs may also be the causes of these abnormalities.

**Figure 5:**
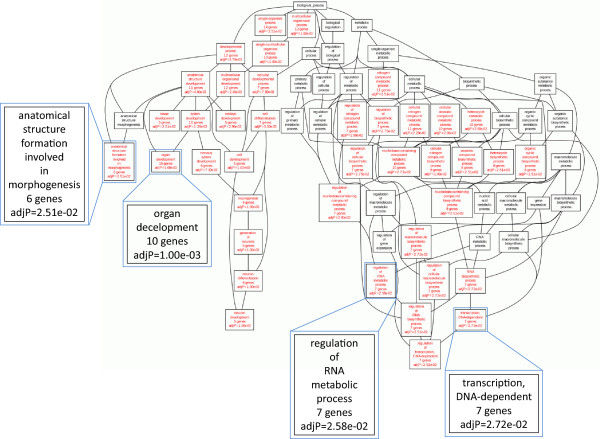
**Gene ontology analysis of overlapped genes in up**-**regulated**-**miRNA targets set and down**-**regulated genes set.** The enriched terms (statistical significance p <0.01) are shown in red.

### The regulatory network constructed by regulated genes and miRNAs in *RPS24*MO

To understand the interacting relationships of important regulated genes, the deregulated genes were entered into the FunCoup framework (http://funcoup.sbc.su.se/search/) to deduce genome-wide functional couplings by 1-expansion-depth (Figure 6). We found that ribosomal proteins such as *rpl3*, *rps7*, *rpl9*, *rps12*, *rps13*, and *rps27a* showed important roles in this network. 

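The ribosomal protein genes named in the network lay in the highest FPKM decile, and each was higher in RPS24 MO, with overlapping intervals (no replicates). The FPKM of rps12 was 5033.07 (95% interval 1997.45 to 8068.7) in control MO and 8304.23 (2968.94 to 13639.5) in RPS24 MO, a fold change of 1.6499, the largest of the 6. It was 1.5122 for rps7, 1.3773 for rpl3, 1.367 for rps27a and 1.2782 for rpl9. The smallest change was that of rps13, from 6066.91 (2455.45 to 9678.36) to 6377.31 (2520.76 to 10233.9), a fold change of 1.0512. For ribosomal protein genes the bounds imply that a ratio of 2.35 corresponds to 2 SD of the log ratio, so changes of the size seen here were not detectable in single genes. With the median ratio scaled to 1, the values moved furthest, for example to 2.2269 for rps12 and 1.4188 for rps13. The couplings between genes come from FunCoup and are not in the files analysed here. From the connections of these genes the paper concludes that they have important roles in the network.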

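Each of the 9 central node genes of Table S7 was lower in RPS24 MO by more than 1.3-fold, with separate intervals (no replicates). By fold change, the largest fall was that of h2afv (chromosome 5 of Zv9/danRer7, locus 14853175 to 14858609 as the tables give it), from 55.4144 FPKM (95% interval 30.8488 to 79.98) to 5.4546 (1.2928 to 9.6163), a fold change of 0.0984. The tables list h2afz at the same locus, at 255.487 (136.707 to 374.267) and 207.655 (113.896 to 301.415), and fragments could have been divided between the 2 genes. Summed over the locus, an alternative added after the values had been seen, the FPKM was 310.901 in control MO and 213.11 in RPS24 MO, a fold change of 0.6855. Fragments that only moved between the 2 genes would leave this sum unchanged, but the intervals of h2afz are too wide to exclude it. The gene fdps had a fold change of 0.2946, from 95.8563 (52.2283 to 139.484) to 28.2413 (16.3768 to 40.1058). The fold changes of the others were 0.211 for atp6v0a1b, 0.3031 for nsfa, 0.3365 for zgc:153426, 0.3367 for atp6v0cb, 0.3487 for pank1b, 0.3517 for cnot6 and 0.3647 for gnb1b. Scaling of the median ratio to 1 raised the largest of these, that of gnb1b, to 0.4922, and left all 9 genes lower. From the connectivity of these genes in the network, the paper concludes that they are central nodes.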

Moreover, *atp6v0a1b*, *pank1b*, *fdps*, *h2afv*, *atp6v0cb*, *cnot6*, *nsfa*, *gnb1b*, and *zgc*:*153426* (connectivity >30) presented in the network as central nodes(Additional file 7: Table S7). *fdps* has been previously suggested as an enzyme that regulates arteriovenous angiogenesis by targeting the HMG-CoA reductase (HMGCR) pathway [26]. *h2afv* has been demonstrated as an important regulator in hematopoietic stem cells [27]. The dysregulation of these central nodes playing important roles in the hematological system may be a key step in causing defective hematopoiesis. Except for hematopoiesis, several central nodes participate in the developmental process. For example, *atp6v0cb* plays a critical role during vertebrate eye development and neuronal differentiation, *nsfa* is essential for the organization of myelinated axons, and *gnb1b* is associated with neurogenesis in the zebrafish retina [28–32]. These findings may explain the developmental abnormalities of *RPS24*-deficient zebrafish.

**Figure 6:**
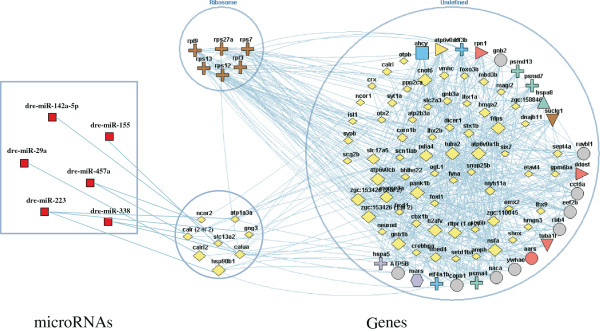
**Network analysis of differential expressed genes and miRNAs.** The yellow diamond represents the down-regulated genes (FPKM >1, fold-change >1.3, p-value <0.01), and red square represents the up-regulated miRNAs (fold-change >2.0, p-value <0.05). Other nodes are connected with our query genes by 1-expansion-depth. All the lines represent direct correlation of nodes. The size of nodes represents its connectivity. Bigger the node is, larger its connectivity is. Central nodes (connectivity >30) are *atp6v0a1b*, *pank1b*, *fdps*, *h2afv*, *atp6v0cb*, *cnot6*, *nsfa*, *gnb1b*, and *zgc*:*153426*.

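The yellow diamonds whose labels could be read in Fig. 6, together with genes joined to miRNAs and the genes of Table S7, gave 66 genes found in the tables. All 66 were lower in RPS24 MO by more than 1.3-fold with separate intervals, with fold changes from 0.017 to 0.496 (no replicates). Every one of them had an FPKM above 1 in at least 1 library. The smallest fold change was that of six7, from 2.335 FPKM (95% interval 1.1105 to 3.5596) to 0.0397 (0 to 0.0958). With a pseudocount of 1, the fold change of six7 was 0.3117. The authors selected the genes of the figure from these same 2 libraries.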

We then constructed the targeting relationships between significantly regulated miRNAs and the differentially expressed genes using MicroCosm Targets (Figure 6). 

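The miRNA libraries are not in the files analysed here, and only the mRNA side of these pairs was examined. In all, 8 genes joined to miRNAs in Fig. 6 were examined, and all were lower in RPS24 MO with separate intervals (no replicates). Those described here are atp1a3a, calr, gng3, slc13a2, calrl2, calua and hsp90b1. Among those described, the largest fall was that of calrl2, from 61.517 FPKM (95% interval 33.785 to 89.249) to 10.7767 (6.1292 to 15.4242), a fold change of 0.1752. The smallest was that of gng3, from 63.4122 (36.7453 to 90.0791) to 22.6158 (12.6338 to 32.5978), a fold change of 0.3566. In between lay atp1a3a at 0.2436, slc13a2 at 0.2592, hsp90b1 at 0.2994, calr at 0.3228 and calua at 0.33. The most strongly expressed of those described, hsp90b1, had 196.673 FPKM (94.0205 to 299.326) in control MO and 58.8891 (31.9244 to 85.8538) in RPS24 MO. After scaling of the median ratio, calrl2 was at 0.2364 and gng3 at 0.4814. By the predicted targeting of these genes, the paper joins the up-regulated miRNAs to the network.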

In total, 6 up-regulated miRNAs (such as dre-miR-142a-5p, dre-miR-155, dre-miR-29a, dre-miR-457a, dre-miR-223, and dre-miR-338) were joined to the gene regulatory network by potentially targeting relationships with 8 down-regulated genes. This network provides us with an entire picture of interactions of regulatory genes and miRNAs in *RPS24*-deficient zebrafish, which may explain why hematopoiesis is defective and development is abnormal.

### miR-142-3p is required for primitive erythroid progenitor cell and HSC formation

To study the hematopoietic phenotype caused by increased miR-142-3p signaling, we overexpressed miR-142-3p using miR-142-3p duplex overexpression. We observed that embryos have much fewer circulating blood cells although their heart and vessel formation are normal. Using O-dianisidine hemoglobin staining, a significant decrease of mature erythroid cells was detected when miR-142-3p was overexpressed. However, the *scl* expression was comparable to the control embryos, suggesting that miR-142-3p is not required for early hemangioblast formation. Interestingly, the *gata1*, *cmyb* and *runx1* expression were all markedly decreased when miR-142-3p was ectopically expressed (Figure 7), indicating that miR-142-3p affects HSC formation in zebrafish. Furthermore, all of the above hematopoietic phenotypes were alleviated by co-injection of miR-142-3p mimics and MO (data not shown). Overall, these data suggest that increased miR-142-3p represses primitive erythroid progenitor cell and HSC formation.

**Figure 7:**
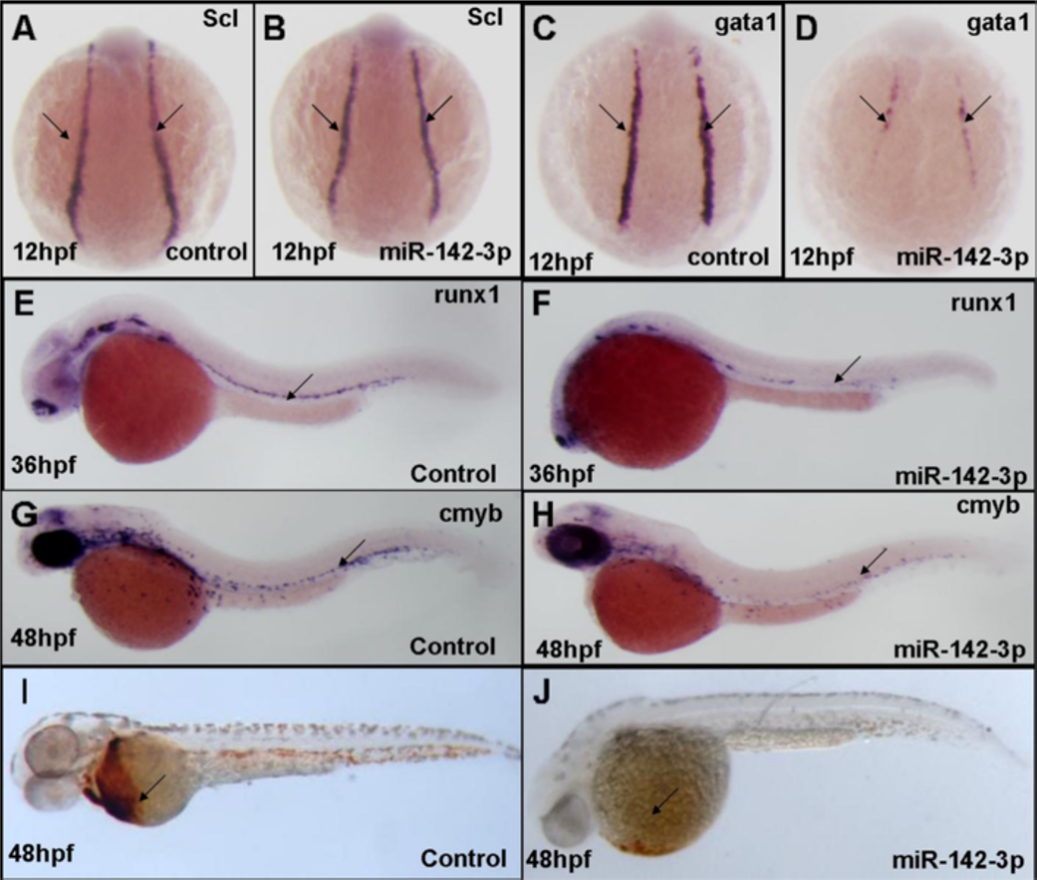
**Enforced expression of miR**-**142**-**3p suppresses the primitive erythrocyte progenitors and HSCs formation. (A**-**B)** the expression of scl is comparable; **(C**-**D)** the expression of gata1 is significantly decreased; **(E**-**H)** the expression of cmyb and runx1 is significantly repressed; **(I**-**J)** the number of hemoglobin-stained blood cells shows a drastic reduction when miR-142-3p is ectopically expressed (compared with controls).

## Discussion

The hallmark of DBA syndrome in patients is severe macrocytic anemia during early life and physical deformities that are frequently associated with the disease with no explanations for the heterogeneity of the clinical manifestations [5, 12]. Approximately 50% of DBA patients showed autosomal dominant ribosomal gene mutations such as *RPS19*, *RPS24*, *RPL11*, *RPL5* and others that leads to impaired ribosome biogenesis, increased apoptosis, and defective hematopoiesis. While zebrafish has been increasingly used as a model system for hematological disorders including DBA studies, systemic analysis of the effects of individual RP genes on the transcriptome regulatory network in zebrafish has not been reported [18, 33]. In this study, we first established *RPS24* deficiency model in zebrafish and found phenotypes resembling DBA, including impaired ribosome biogenesis, increased apoptosis, and defective hematopoiesis, similar to the phenotypes of *RPS19* MO and *RPL11* MO [18, 34]. Further transcriptome analysis indicates that *RPS24* is required for both primitive and definitive hematopoiesis partially via *p53* pathway, *RPS19* is dispensable for definitive hematopoiesis and *RPL11* is required for primitive hematopoiesis independent of p53 pathway [18, 34]. It has also recently been reported that the two RP paralogs, *RPL22* and *RPL22*-like 1 proteins, play distinct and antagonistic roles during hematopoietic stem cell development [35]. These results from various groups suggest that while ribosomal gene mutations lead to similar phenotypes, the underlying molecular mechanism for the DBA may be quite different and a reflection of the remarkable complexity of DBA.

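Genes of organ development drawn as down-regulated in Fig. 6 had the following values (no replicates). The FPKM of otx2 was 32.9775 (95% interval 19.059 to 46.8961) in control MO and 9.02 (4.9691 to 13.071) in RPS24 MO, a fold change of 0.2735. For lhx2b it was 8.361 (4.7706 to 11.9515) and 1.3662 (0.5464 to 2.1859), and for isl1 19.142 (11.0712 to 27.2128) and 4.8773 (2.4433 to 7.3113), fold changes of 0.1634 and 0.2548. Other genes of this kind were emx2 (0.2747), lhx1a (0.2639), lhx9 (0.3193) and bhlhe22 (0.254). The median fold change of the 290 expressed genes of transcription factor families was 0.575, against 0.7097 for all expressed genes with FPKM above 0 in both libraries. Scaling of the median ratio to 1 moved otx2 to 0.3692. From the enrichment of such genes among those down-regulated, the paper proposes that tail deformities and hematopoietic defects are only part of the defects due to RPS24 deficiency.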

In *RPS24*-deficient embryos, genes enriched in GO categories of regulation of transcription, regulation of RNA metabolic process, and development and differentiation of organs and systems were significantly down-regulated, suggesting that the phenotypic traits containing tail deformities and hematopoietic defects are only parts of defects due to *RPS24* deficiency. The damages of deficiency are not limited to what we observed before, but are also involved in some basic biological processes such as transcription and RNA metabolic process, and development and differentiation of other organs and tissues, such as heart, neuron, sensory organ, and skeletal system. It demonstrates that *RPS24* is vitally important for the whole organism development and biological processes maintaining. 

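Ribosomal protein genes were used to describe the translation machinery at the level of mRNA. Protein synthesis was not measured in the files analysed here. All 76 ribosomal protein genes in the tables were expressed, and 41 lay within 1.3-fold, 32 were higher and 3 lower in RPS24 MO, none with separate intervals (no replicates). Their median fold change was 1.261, in a range from 0.52 to 1.654. The knockdown target rps24 itself (chromosome 13 of Zv9/danRer7, 30451700 to 30457989 as the tables give it) had an FPKM of 2991.68 (95% interval 1351.73 to 4631.63) in control MO and 2296.05 (1062.13 to 3529.97) in RPS24 MO, a fold change of 0.7675. According to the paper, the MO is complementary to the start of the rps24 cDNA, and its effect was tested by loss of a fluorescent fusion protein. The mRNA value is therefore not a measure of how far the knockdown went. The median log2 ratio of the set was 0.3345 and exceeded that of random sets drawn from the same FPKM deciles by 0.309 (permutation test across genes, p = 2e-05, adjusted p = 5e-05 over 7 sets; genes are not independent replicates). Because the ratio rises with expression even within the highest decile, the sets were also matched in 50 FPKM bins, an alternative added after the values had been seen, which reduced the excess to 0.1123 (permutation test, adjusted p = 0.05291). Without any matching, the alternative that moved it most, the excess was 0.8315. No random set was matched for gene length, and the log2 ratio fell with the genomic span of the locus (Spearman rho across genes -0.164). The paper states that the transcriptome of the model does not point to defective translation.

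**Figure D3:**
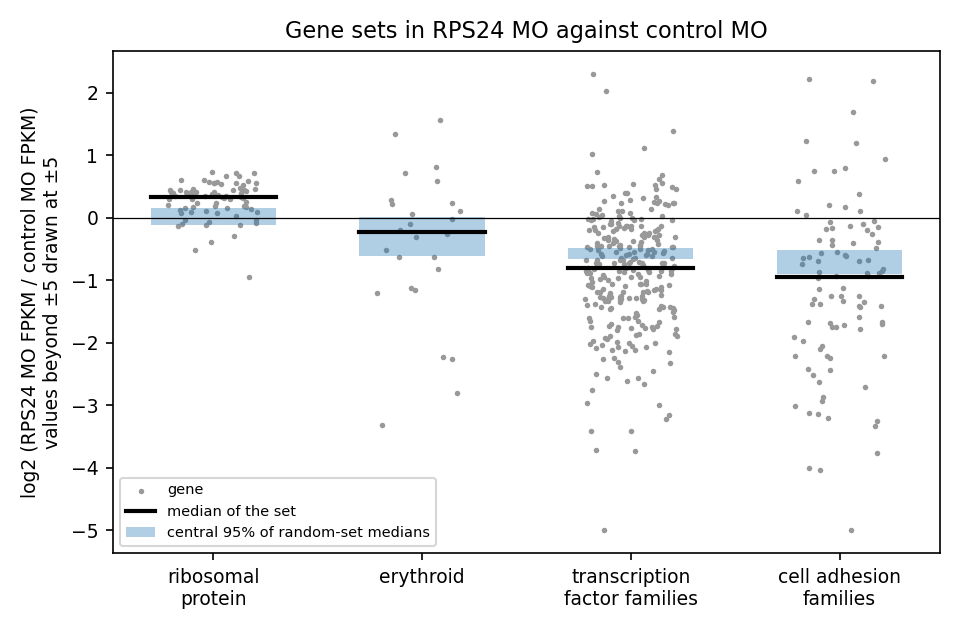
Log2 ratio of RPS24 MO to control MO (y axis) for the expressed genes of 4 sets, with the set median as a black line and the central 95% of the medians of random sets of similar FPKM as a blue band. The median of the ribosomal protein genes, 0.3345, lies above its band, those of the transcription factor and cell adhesion families, -0.7985 and -0.9464, lie below theirs, and that of the erythroid genes, -0.2263, lies inside.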

It is noteworthy that transcriptome of *RPS24*-deficient zebrafish model doesn’t indicate the defective translation processes, although RPS24 is one of the ingredients of ribosomes which catalyze mRNA translation and protein synthesis. However, genes involved in regulation of RNA transcription and RNA metabolic process are significantly down-regulated by RPS24 deficiency. 

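The 290 expressed genes of transcription factor families had a median log2 ratio of -0.7985, a median fold change of 0.575. Random sets of the same size from the same FPKM deciles had medians from -0.6601 to -0.4801 (central 95%), and the difference from their mean was -0.2284 (permutation test across genes, p = 1e-05, the smallest that the 100000 random sets can give, adjusted p = 4e-05 over 7 sets). The random sets were themselves lower in RPS24 MO, with a mean of -0.57 (no replicates). Of the 290 genes 203 were lower and 19 higher by more than 1.3-fold. Without matching for FPKM, the difference moved furthest, to -0.3023. The random sets were not matched for gene length. From the down-regulation of such genes the paper proposes that loss of RPS24 may affect transcription rather than translation.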

It suggests that RPS24 depletion may significantly affect the transcription process rather than the translation process. 

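The median log2 ratio of the 96 expressed genes of cell adhesion families was -0.9464, a median fold change of 0.519 (no replicates). It lay below the mean of random sets of similar FPKM, with a difference of -0.238 (permutation test across genes, p = 0.01414, adjusted p = 0.0198 over 7 sets). It was -0.1586 (permutation test, adjusted p = 0.20378) among genes with FPKM above 5 in at least 1 library, and -0.0485 (permutation test, adjusted p = 0.64164) among genes with FPKM above 1 in both. Random sets not matched for FPKM gave a larger difference, -0.4496 (permutation test, adjusted p = 2e-05). None of the random sets was matched for gene length, with which the log2 ratio fell. Beyond 5-fold, 17 of the 96 genes were lower in RPS24 MO. From the GO terms of the genes lower by more than 5-fold, the paper concludes that cell adhesion was among the processes associated with them.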

Moreover, we noticed that the dramatically down-regulated genes (fold-change >5) were also associated with processes of cell adhesion and biological adhesion, except for above terms. Cell adhesion has been found to play a key role in vascular pathology, such as in sickle cell anemia [36]. Thus, cell adhesion, which may be severely affected in *RPS24*-deficient zebrafish due to the significantly reduced expression of the involved genes, may be the common alteration of anemia diseases.The defects caused by the alterations of gene expression may ultimately contribute to hematopoietic pathology.

Central genes are defined as nodes with connectivity more than 30. Because the central nodes potentially interact with much more regulatory genes than others, they may be the key regulators in RPS24-deficient zebrafish embryos. Among the central node genes that we identified in the regulatory network analysis, such as *atp6v0a1b*, *pank1b*, *fdps*, *h2afv*, *atp6v0cb*, *cnot6*, *nsfa*, *gnb1b* and *zgc*:*153426*, *h2afv* was demonstrated to be a regulator in hematopoietic stem cells [27]. We found that *h2afv* interacts with many more genes in the network as well as other central node genes and thus may have more significant effects on the *RPS24*-deficient defects. While the molecular mechanisms as how the products of these gene lead to DBA still needs to be further investigated. Furthermore, we identified additional genes associated with erythropoiesis and hematopoiesis defects that are also identified in *RPL11*- and *RPS19*-deficient zebrafish, thus confirming their key roles during hematological development [18].

In addition to the extraordinary accuracy of the global view of expression levels, high sensibility is also an advantage of deep sequencing for the analysis of miRNA that expressed at low abundance in cells. In this study, miRNome analysis, coordinated and complemented with transcriptome analysis, also provides us some clues to the molecular mechanism of defective hematopoiesis caused by *RPS24* deficiency. *miR*-*155* and *miR*-*223*, which are significantly up-regulated in *RPS24* MO, are highly specific for hematopoietic cells in mouse and human [37], suggesting that they might be crucial factors in the hematopoietic pathogenesis of *RPS24*-deficiency-induced DBA. Furthermore, 6 highly expressed miRNAs in *RPS24* MO were barely detected in control embryos. Among them, *dre*-*miR*-*34b* was genetically upstream of *cmyb*, whose expression marked appearance of nascent HSCs in the zebrafish. *Dre*-*mir*-*142a*-*3p* was demonstrated as a hematopoietic-specific miRNA required for the definitive hemangioblast formation, HSCs formation and subsequent differentiation [19, 20]. There are several targets of it that are known to be involved in hematopoiesis, such as irf7, TGFβr1 and et al. [19, 20]. We further found that enforced *miR*-*142*-*3p* expression could inhibit the formation of primitive erythrocyte progenitor and HSCs formation. It suggests that either gain or loss of function of *miR*-*142*-*3p* leads to severe defects of HSCs formation and that *miR*-*142*-*3p* is an essential regulator for primitive and definitive hematopoiesis. Further studies are required to fully elucidate the genetic mechanisms of how *RPS24* regulates both the miRNAs that are responsible for the initiation of definitive hemangioblast specification and their targets.

## Conclusions

Except for the genes previously confirmed as important regulators in hematopoietic stem cells, several novel key genes and miRNAs were found to have interactions with other genes in the network, thus the current study highlights the use of genome-wide mRNA and miRNA expression analysis to reveal new links in the genes and miRNAs regulatory network at the transcriptome level. Several key genes and miRNAs were found to have interactions with other genes in the network (Figure 6). Some of the genes were confirmed as important regulators in hematopoietic stem cells and other cells [28]. This study thus provides a whole picture of expression changes and regulated relations of genome-wide transcripts. Collective analysis of similar studies would help to truly dissect the underlying molecular mechanisms of the heterogeneous phenotypes in DBA patients with similar or variable gene mutations. It will also help the discovery process of novel key genes and miRNAs and the design of novel drug targets.

## Methods

### Zebrafish care, MO injection and O-dianisidine staining

Wild-type zebrafish (*Danio rerio*; AB type) were raised under standard library conditions, and embryo stages were determined as previously described [38, 39]. *RPS24* Morpholino (5- TGACAGTGACTGTGTCGTTCATCTT-3), *RPS24* control MO (5-TGAAAGTAACTGTGACGGTCGTATT-3), *miR*-*142*-*3p* Morpholino (5-TCCATAAAGTAGGAAACACTACACT-3), *miR*-*142*-*3p* control Mo (5-TCaAaAAAtTAcGAAACgCTACACT-3) and *p53* Morpholino (5- GCGCCATTGCTTTGCAAGAATTG-3) were obtained from Gene-Tools, LLC (Philomath, OR, USA). Based on our initial trials, 0.5 ng of *RPS24* MO and control MO, 20 umol/L miR-142-3p duplexes (Ribo Company, Guangzhou, China), 2 ng miR-142-3p MO and control MO in Danieau’s buffer were chosen as the optimal concentration, which showed significant decrease in O-staining signal, but no obvious morphological defects when compared with the control embryos. The O-dianisidine (Sigma-Aldrich Company, Saint Louis, USA) staining protocols were as previously described [18, 40]. All the studies of zebrafish were approved by the Animal Care and Use Committee of Huazhong University of Science and Technology.

### RNA preparation, library preparation and sequencing

Approximately 50 zebrafish embryos at 48 hpf from different experimental replicates were snap-frozen in liquid nitrogen. The total RNA was extracted using TRIzol (Invitrogen, Carlsbad, California, USA) according to the manufacturer’s instructions. The integrity of RNA samples was determined using 1.2% agarose gel electrophoresis, followed by removal of the residual genomic DNA with RNase-free DNaseI (Ambion, Austin, Texas, USA). mRNA and small RNA libraries were constructed using the Illumina mRNA-Seq and miRNA-seq library preparation kits, respectively. The size distribution and concentration of the libraries were determined by Agilent Bioanalyzer DNA 2000 chip (Agilent Technologies, Santa Clara, California, USA) followed by sequencing on the Illumina Hiseq 2000 Genome Analyzer platform. The RNA-Seq library was sequenced with 2 × 100 bp in pair-end mode by 100-bp lengths, and the miRNA library was sequenced in single-end mode by 80-bp lengths.

### RNA-Seq data analysis

The reads were processed and aligned to the UCSC zebrafish reference genome (build Zv9/danRer7, Jul. 2010) using TopHat (version 1.3.3) [41]. TopHat incorporates the Bowtie v0.12.7 algorithm to perform alignments. TopHat-aligned read files were then entered into Cufflinks (version 1.2.1) software for further analyses, including transcript assembly, abundance estimation, and differential expression and regulation testing in RNA-Seq samples [42]. To calculate gene expression intensity, read counts were normalized to the number of fragments per kilobase of transcript per million mapped reads (FPKM) according to the gene length and total mapped reads [41]. Confidence intervals for estimates of FPKM were calculated using the Bayesian inference method [43]. Cuffdiff then performed the differential expression tests at the level of transcripts, primary transcripts and genes [44]. The genes with FPKM less than 1 were removed from analyses. Differential expressed genes were characterized according to the criterion of fold-change >1.3 and p-value <0.01.

### miRNA-seq data analysis

The FASTX-Toolkit clipper was used to remove sequencing adapters. The .fastq file was then converted to a tab-delimited file which held only the unique sequence read (tag) and its corresponding number of copies. After preprocessing these data, the files were uploaded to DSAP (http://dsap.cgu.edu.tw/index.htm) for clustering of the tags and the classification of non-coding small RNAs and miRNAs based on a sequencing homology search against the Rfam and miRBase database, respectively [45]. The differential-expressed miRNAs were detected by R package DEGseq using the output data of DSAP.

### Gene ontology analysis and network construction

DAVID tools (http://david.abcc.ncifcrf.gov/) were used to identify enriched biological themes and functional-related gene groups [25, 46, 47]. The differentially expressed genes were used for functional annotation analysis against a background gene set containing all the expressed genes. GO enrichment results were accepted with a threshold of Gene-Count ≥5 and P-Value <0.05. The interacting network was constructed for differential expressed genes by FunCoup (http://funcoup.sbc.su.se/search/) [48]. The construction of the linkages between genes and miRNAs was based on the targeting information from MicroCosm Target database (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/). The importance of nodes in networks was measured on the basis of their connectivity, and the core molecules of networks were considered as nodes that are connected with many more edges.

### Quantitative Real-time PCR

Real-time PCR of mRNA and miRNA was performed using SYBR Green PCR Master Mix (Fermentas, Guangzhou, China) and All-in-One™ miRNA qPCR Kit (GeneCopoeia, Maryland, USA) respectively, according to the manufacturer’s instructions. The experiments were repeated at least in triplicates. The primers for Real-time PCR are shown in Additional file 8: Table S8.

### Whole mount in situ hybridization

Digoxigenin-labeled antisense riboprobes were transcribed from a linearized plasmid containing *gata1*, *scl*, *cmyb and runx1* using DIG RNA labeling Mix and T7 RNA polymerase (Roche, USA) [35, 49]. Whole mount in situ hybridization was conducted as previously described [18, 50].

### Data access

The raw sequence data are available in the Gene Expression Omnibus. The accession number is GSE54270. Although the data remain in private status: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ynkbuigknbsrvkf&acc=GSE54270, all the genomic resources generated in this study are provided as Supplementary data sets.

## Electronic supplementary material

Additional file 1: Table S1: Enriched GO biological process terms (Count≥5 and P-Value <0.05) for down-regulated genes (fold-change >1.3 and p-value <0.01) of *RPS24* MO.

Additional file 2: Table S2: Enriched GO biological process terms (Count ≥5 and P-Value <0.05) for dramatic down-regulated genes (fold-change >5, and p-value <0.01) of *RPS24* MO.

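The fold change column of Table S3 is the FPKM of RPS24 MO divided by that of control MO, so that values below 1 are lower in RPS24 MO, and the p-value column is the authors' Cuffdiff statistic for 1 library per group. Both columns could be recomputed from the deposited FPKM and bounds for all 25 genes, the fold change within rounding and the p-value within 2%. The largest p-value that the authors list in Tables S3 to S6 is 0.00101.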

Additional file 3: Table S3: Differential expressed genes associated with hematological system.

Additional file 4: Table S4: Differential expressed genes associated with vascular development.

Additional file 5: Table S5: Differential expressed genes associated with cell growth.

Additional file 6: Table S6: Differential expressed genes associated with apoptosis.

Additional file 7: Table S7: Central nodes of the regulatory network constructed by regulated genes and miRNAs in *RPS24* MO. 

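Connectivity in Table S7 is the number of couplings that a gene has in the FunCoup network. The authors state a cutoff of more than 30 couplings for central nodes, although pank1b and atp6v0cb are listed with 30. Connectivity is a property of the network and not of expression. In the expression tables the same genes had fold changes from 0.0984 (h2afv) to 0.3647 (gnb1b), all with separate intervals (no replicates).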

(DOC 31 KB)

Additional file 8: Table S8: The primers designed for Real-time PCR.

## Abbreviations

DBA: Diamond–Blackfan anemia
RPS24: Ribosomal protein S24
HSC: Hematopoietic stem cells
RPs: Ribosomal proteins.

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Enriched GO biological process terms (Count≥5 and P-Value <0.05) for down-regulated genes (fold-change >1.3 and p-value <0.01) of RPS24 MO.

**Additional file 1: Table S1 Enriched GO biological process terms (Count≥5 and P-Value <0.05) for down-regulated genes (fold-change >1.3 and p-value <0.01) of *RPS24*** MO

| **Term** | **Count** | **%** | **P-Value** |
| --- | --- | --- | --- |
| regulation of transcription | 64 | 19.9 | 6.60E-10 |
| regulation of transcription, DNA-dependent | 49 | 15.2 | 1.40E-07 |
| regulation of RNA metabolic process | 49 | 15.2 | 1.80E-07 |
| neuron differentiation | 15 | 4.7 | 1.10E-04 |
| heart development | 14 | 4.3 | 2.20E-04 |
| sensory organ development | 16 | 5.0 | 1.50E-03 |
| skeletal system development | 9 | 2.8 | 2.70E-03 |
| biological adhesion | 14 | 4.3 | 3.20E-03 |
| cell adhesion | 14 | 4.3 | 3.20E-03 |
| eye morphogenesis | 8 | 2.5 | 4.00E-03 |
| neuron development | 9 | 2.8 | 6.50E-03 |
| embryonic organ development | 12 | 3.7 | 7.60E-03 |
| regulation of cell development | 6 | 1.9 | 8.80E-03 |
| tube development | 9 | 2.8 | 9.90E-03 |
| embryonic morphogenesis | 15 | 4.7 | 1.10E-02 |
| embryonic heart tube development | 6 | 1.9 | 1.10E-02 |
| eye development | 11 | 3.4 | 1.30E-02 |
| embryonic organ morphogenesis | 8 | 2.5 | 1.80E-02 |
| transcription | 24 | 7.5 | 2.10E-02 |
| cell morphogenesis involved in differentiation | 7 | 2.2 | 2.30E-02 |
| cartilage development | 6 | 1.9 | 2.30E-02 |
| cell fate commitment | 6 | 1.9 | 2.50E-02 |
| camera-type eye morphogenesis | 5 | 1.6 | 3.00E-02 |
| regulation of neurogenesis | 5 | 1.6 | 3.30E-02 |
| regulation of nervous system development | 5 | 1.6 | 3.30E-02 |
| inner ear morphogenesis | 5 | 1.6 | 3.30E-02 |
| axonogenesis | 6 | 1.9 | 3.60E-02 |
| cell morphogenesis involved in neuron differentiation | 6 | 1.9 | 3.60E-02 |
| ear morphogenesis | 5 | 1.6 | 3.60E-02 |
| neuron projection morphogenesis | 6 | 1.9 | 3.90E-02 |
| neurological system process | 7 | 2.2 | 4.00E-02 |
| neuron projection development | 6 | 1.9 | 4.70E-02 |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Enriched GO biological process terms (Count ≥5 and P-Value <0.05) for dramatic down-regulated genes (fold-change >5, and p-value <0.01) of RPS24 MO.

**Additional file 2: Table S2 Enriched GO biological process terms (Count ≥5 and P-Value <0.05) for dramatic down-regulated genes (fold-change >5, and p-value <0.01) of *RPS24*** MO

| **Term** | **Count** | **%** | **P-Value** |
| --- | --- | --- | --- |
| regulation of transcription | 23 | 22.1 | 5.00E-05 |
| regulation of transcription, DNA-dependent | 18 | 17.3 | 4.10E-04 |
| regulation of RNA metabolic process | 18 | 17.3 | 4.50E-04 |
| cell adhesion | 6 | 5.8 | 2.90E-02 |
| biological adhesion | 6 | 5.8 | 2.90E-02 |
| sensory organ development | 6 | 5.8 | 4.90E-02 |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: Differential expressed genes associated with hematological system.

**Additional file 3:** Table S3 Differential expressed genes associated with hematological system

| **Gene** | **Regulation** | **Fold Change** | **p-Value** | **Description** |
| --- | --- | --- | --- | --- |
| cyp26a1 | up | 4.03 | 8.49E-06 | cytochrome P450, subfamily XXVIA, polypeptide 1 |
| fos | up | 4.95 | 3.06E-07 | v-fos FBJ murine osteosarcoma viral oncogene homolog |
| junba | up | 4.36 | 2.66E-06 | jun B proto-oncogene a |
| agxt2l1 | down | 0.25 | 3.25E-05 | alanine-glyoxylate aminotransferase 2-like 1 |
| ahr2 | down | 0.28 | 2.48E-05 | aryl hydrocarbon receptor 2 |
| atp2b3a | down | 0.20 | 5.91E-05 | ATPase, Ca++ transporting, plasma membrane 3a |
| ccl25b | down | 0.23 | 2.57E-04 | chemokine (C-C motif) ligand 25b |
| enpp2 | down | 0.11 | 3.87E-04 | ectonucleotide pyrophosphatase/phosphodiesterase 2 |
| foxn4 | down | 0.35 | 5.54E-04 | forkhead box N4 |
| foxo3b | down | 0.37 | 1.01E-03 | forkhead box O3b |
| fzd5 | down | 0.16 | 1.59E-05 | frizzled homolog 5 |
| fzd8a | down | 0.21 | 3.16E-06 | frizzled homolog 8a |
| fzd9b | down | 0.29 | 6.59E-04 | frizzled homolog 9b |
| hand2 | down | 0.29 | 1.18E-04 | heart and neural crest derivatives expressed transcript 2 |
| ncor2 | down | 0.31 | 1.23E-04 | nuclear receptor co-repressor 2 |
| nrp1a | down | 0.36 | 2.42E-06 | neuropilin 1a |
| osr1 | down | 0.31 | 5.63E-04 | odd-skipped related 1 (Drosophila) |
| ppp1r14bb | down | 0.36 | 9.80E-04 | protein phosphatase 1, regulatory (inhibitor) subunit 14Bb |
| sema3d | down | 0.25 | 3.92E-05 | semaphorin 3d |
| shox | down | 0.16 | 1.13E-04 | short stature homeobox |
| skia | down | 0.30 | 1.22E-04 | nuclear oncoprotein skia |
| tbx1 | down | 0.23 | 1.30E-05 | T-box 1 |
| tbx2b | down | 0.33 | 3.85E-04 | T-box 2b |
| tfap2b | down | 0.24 | 4.72E-08 | transcription factor AP-2 beta |
| tll1 | down | 0.14 | 9.14E-04 | tolloid-like 1 |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: Differential expressed genes associated with vascular development.

**Additional file 4:** Table S4 Differential expressed genes associated with vascular development

| **Gene** | **Regulation** | **Fold Change** | **p-value** | **Description** |
| --- | --- | --- | --- | --- |
| cyp26a1 | up | 4.03 | 8.49E-06 | cytochrome P450, subfamily XXVIA, polypeptide 1 |
| apc | down | 0.27 | 1.91E-05 | adenomatosis polyposis coli |
| aplnrb | down | 0.31 | 8.53E-04 | apelin receptor b |
| atp1b2b | down | 0.07 | 9.91E-06 | ATPase, Na+/K+ transporting, beta 2b polypeptide |
| bmpr1aa | down | 0.35 | 6.83E-04 | bone morphogenetic protein receptor, type 1aa |
| enpp2 | down | 0.11 | 3.87E-04 | ectonucleotide pyrophosphatase/phosphodiesterase 2 |
| fgfr2 | down | 0.39 | 3.31E-10 | fibroblast growth factor receptor 2 |
| fzd5 | down | 0.16 | 1.59E-05 | frizzled homolog 5 |
| fzd8a | down | 0.21 | 3.16E-06 | frizzled homolog 8a |
| fzd9b | down | 0.29 | 6.59E-04 | frizzled homolog 9b |
| hand2 | down | 0.29 | 1.18E-04 | heart and neural crest derivatives expressed transcript 2 |
| igf1ra | down | 0.25 | 7.76E-04 | insulin-like growth factor 1a receptor |
| isl1 | down | 0.25 | 2.84E-05 | islet1 |
| ndrg4 | down | 0.19 | 4.22E-07 | N-myc downstream regulated gene 4 |
| nipbla | down | 0.28 | 5.19E-05 | nipped-b homolog a (Drosophila) |
| notch2 | down | 0.37 | 9.02E-04 | notch homolog 2 |
| nr2f2 | down | 0.30 | 8.13E-05 | nuclear receptor subfamily 2, group F, member 2 |
| nrp1a | down | 0.36 | 2.42E-06 | neuropilin 1a |
| osr1 | down | 0.31 | 5.63E-04 | odd-skipped related 1 (Drosophila) |
| sema3d | down | 0.25 | 3.92E-05 | semaphorin 3d |
| sfrp1a | down | 0.24 | 9.28E-05 | secreted frizzled-related protein 1a |
| sfrp2 | down | 0.20 | 2.99E-07 | secreted frizzled-related protein 2 |
| shox2 | down | 0.18 | 1.47E-04 | short stature homeobox 2 |
| skia | down | 0.30 | 1.22E-04 | nuclear oncoprotein skia |
| tbx1 | down | 0.23 | 1.30E-05 | T-box 1 |
| tbx2a | down | 0.25 | 2.14E-05 | T-box gene 2a |
| tbx2b | down | 0.33 | 3.85E-04 | T-box 2b |
| tfap2b | down | 0.24 | 4.72E-08 | transcription factor AP-2 beta |
| tll1 | down | 0.14 | 9.14E-04 | tolloid-like 1 |
| vmhc | down | 0.07 | 3.81E-10 | ventricular myosin heavy chain |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 5 — Additional file 5: Table S5: Differential expressed genes associated with cell growth.

**Additional file 5:** Table S5 Differential expressed genes associated with cell growth

| **Gene** | **Regulation** | **Fold Change** | **p-value** | **Description** |
| --- | --- | --- | --- | --- |
| epha4b | down | 0.18 | 2.34E-04 | eph receptor A4b |
| foxd1 | down | 0.21 | 1.46E-05 | forkhead box D1 |
| foxn4 | down | 0.35 | 5.54E-04 | forkhead box N4 |
| nrp1a | down | 0.36 | 2.42E-06 | neuropilin 1a |
| robo2 | down | 0.29 | 1.20E-04 | roundabout homolog 2 |
| sema3d | down | 0.25 | 3.92E-05 | semaphorin 3d |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 6 — Additional file 6: Table S6: Differential expressed genes associated with apoptosis.

**Additional file 6:** Table S6 Differential expressed genes associated with apoptosis

| **Gene** | **Regulation** | **Fold Change** | **p-value** | **Description** |
| --- | --- | --- | --- | --- |
| foxq1a | up | 4.07 | 9.26E-05 | forkhead box Q1a |
| apc | down | 0.27 | 1.91E-05 | adenomatosis polyposis coli |
| casp3a | down | 0.36 | 7.89E-04 | caspase 3, apoptosis-related cysteine protease a |
| dlg5a | down | 0.29 | 8.85E-04 | discs, large homolog 5a (Drosophila) |
| fgfr2 | down | 0.39 | 3.31E-10 | fibroblast growth factor receptor 2 |
| foxo3b | down | 0.37 | 1.01E-03 | forkhead box O3b |
| prl | down | 0.17 | 5.81E-04 | prolactin |
| skia | down | 0.30 | 1.22E-04 | nuclear oncoprotein skia |
| tfap2b | down | 0.24 | 4.72E-08 | transcription factor AP-2 beta |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 7 — Additional file 7: Table S7: Central nodes of the regulatory network constructed by regulated genes and miRNAs in RPS24 MO.

Additional file 7: Table S7 Central nodes of the regulatory network constructed by regulated genes and miRNAs in *RPS24* MO

| Connectivity | Gene Symbol | Description |
| --- | --- | --- |
| 51 | atp6v0a1b | ATPase, H+ transporting, lysosomal V0 subunit a isoform 1b |
| 30 | pank1b | pantothenate kinase 1b |
| 31 | fdps | farnesyl diphosphate synthase (farnesyl pyrophosphate synthetase, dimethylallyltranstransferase, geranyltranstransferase) |
| 37 | h2afv | H2A histone family, member V |
| 34 | zgc:153426 | zgc:153426 |
| 30 | atp6v0cb | ATPase, H+ transporting, lysosomal, V0 subunit c, b |
| 36 | cnot6 | CCR4-NOT transcription complex, subunit 6 |
| 63 | nsfa | N-ethylmaleimide-sensitive factor a |
| 43 | gnb1b | guanine nucleotide binding protein (G protein), beta polypeptide 1b |

# Supplementary material for: Systematic transcriptome analysis of the zebrafish model of diamond-blackfan anemia induced by RPS24 deficiency
**Source:** BMC Genomics. 2014 Sep 4;15(1):759. doi: 10.1186/1471-2164-15-759
**Supplement:** Supplementary file 8 — Additional file 8: Table S8: The primers designed for Real-time PCR.

**Additional file 8:** Table S8 The primers designed for Real-time PCR

| **Genes** | **Primers** |
| --- | --- |
| Fos | forward primer: ttacccgctcaaccagactc  reverse primer: agctcgggttgtaggattga |
| Junba | forward primer: ggagagaacttgcggacttt  reverse primer: cgctcatgttctgctttagg |
| Ndrg4 | forward primer: ctccttttcttccctacact  reverse primer: catggtaggtcagaatagct |
| Tbx1 | forward primer: gggatcaagcaggaaacacc  reverse primer: gtcgtgaaggctgcaacatc |
| Hand2 | forward primer: gaccattcgcactacggaggag  reverse primer: aggcgctgttgatgctctgagt |
| Cyp26a1 | forward primer: aggtgaagagcgccatacag  reverse primer: ttccaccagttcttgctcgt |
| β-Actin | forward primer: agatcaagatcattgctccccc  reverse primer: ggccatttaaggtggcaaca |
| Dre-miR-223 | gctgtcagtttgtcaaatacccc |
| Dre-miR-338 | gctccagcatcagtgattttgttg |
| Dre-miR-29a | gctagcaccatttgaaatcggtta |
| Dre-miR-155 | gcttaatgctaatcgtgatagggg |
| Dre-miR-142a-5p | gccataaagtagaaagcactact |
| Dre-miR-736 | gcgtaagacgaacaaaaagtttt |
| Dre-miR-34b | gctaggcagtgttgttagctgattg |
| Dre-miR-2187 | gcgcttaattagtatagcctgtttta |
| Dre-miR-202 | gcttcctatgcatatacctctttg |
| Dre-miR-19b | gcagttttgctggtttgcattcag |
| Dre-miR-142a-3p | gctgtagtgtttcctactttatgga |

How the deposited data were processed for this re-analysis (not part of the article)

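RNA from pooled zebrafish embryos injected with control MO or RPS24 MO was sequenced at 48 hpf, with 1 library per group. The authors aligned the reads with TopHat and Bowtie to Zv9/danRer7 and computed gene-level FPKM with Cufflinks and Cuffdiff. The deposited values are FPKM, normalized by the authors for transcript length and for the mapped fragments of each library, with a lower and an upper confidence bound. The bounds were symmetric around the FPKM and cut at 0, and each arm was taken as 2 SD. The source of the gene annotation is not stated in the tables, and genes that Cufflinks flagged as having too little data or as failed were kept.

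Each table held 14417 genes and no symbol was repeated. A gene was called detected at an FPKM above 0 and expressed at an FPKM above 1 in at least 1 library. The fold change was the RPS24 MO FPKM divided by the control MO FPKM with no pseudocount, and genes past 1.3-fold and past 5-fold were counted in each direction. Genes with an FPKM of 0 in one library were counted, but log ratios and medians used genes with FPKM above 0 in both. A gene was said to have separate intervals when the 95% intervals of the 2 libraries did not overlap. Each fold change was also placed among the genes of the same decile of mean log2 FPKM, as the percentage of them that changed at least as much.

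With 1 library per group there is no replicate error, no replicate could be left out, and no test between groups was run on single genes. Table 1 of the paper gives the mapped reads of each library. The number of fragments behind each value is unknown, because no counts come with the values. The precision is that of the deposited bounds, by which a ratio of 1.99 corresponds to 2 SD of the log ratio for the median gene. The log ratio statistic that Cuffdiff uses was recomputed from the bounds as the difference of the log FPKM over the root of the summed squared relative SDs, with a normal approximation, and it was used only for counts in alternatives added later and to recompute the columns of Tables S3 to S6.

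Gene sets were tested by a permutation test across genes. The median log2 ratio of a set was compared with 100000 random sets of the same size and the same FPKM deciles, and p-values were adjusted by the Benjamini-Hochberg method over 7 sets. Gene length was not matched. Genes are not independent replicates, so these p-values describe the position of a set among genes and not among embryos. Ribosomal protein, transcription factor and cell adhesion genes were recognised by symbol. The prefixes were listed before the files arrived, and the pattern that follows a prefix was fixed after the symbols had been seen. Erythroid, immediate early and late differentiation genes were listed by symbol before the files arrived. A further set was tested and counted in the adjustment, and its result is left out.

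The genes named in the text were chosen by a rule written before the files arrived: every gene in the paper's text, Figs. 3 and 6 and Tables S3 to S7, the genes of a set where a sentence is about the set, and the 5 genes with the largest rise and the 5 with the largest fall after a pseudocount of 1. Of the larger sets, only the ribosomal protein genes that the paper names and the erythroid genes were followed singly through the alternatives, and the other members were summarised. The labels of Fig. 6 were read by eye, and some were illegible.

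The alternatives were pseudocounts of 0.1 and 1, an FPKM above 1 in both libraries, above 5 in at least 1 library or no minimum, a fold change of 2, detection at FPKM above 0.1 or 1, scaling of the RPS24 MO values by the median ratio or by the upper quartile, unmatched random sets, and the mean of a set. Further alternatives were chosen after seeing the data: the log ratio statistic with p below 0.01 or an adjusted value below 0.05, the same after scaling or relative to the median of the FPKM decile, sums over genes that share a locus, and random sets matched in 50 FPKM bins.

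The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The scripts were tested on simulated data with 10002 genes, of which 200 were changed 8-fold. Separate intervals were found for 92% of the changed and 0.2% of the unchanged genes. For these rates, the noise was drawn from the deposited bounds, and both libraries had the same baseline. The rates therefore check the computation and do not estimate false calls in the data. A planted shift of 0.7 was recovered as 0.703, and an excess of 1.5 planted in 40 gene sets was recovered with a mean of 1.467 (SD 0.198). The miRNA libraries, RT-PCR, in situ hybridization and GO annotation are not in the files analysed here, and enrichment of GO terms and network couplings were not recomputed.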

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

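The 5 largest rises after a pseudocount of 1, named by a rule set in advance, are genes that the paper does not discuss. The FPKM of zgc:101772 was 0 in control MO and 11.7406 (95% interval 5.3768 to 18.1043) in RPS24 MO, and that of zgc:109782 was 0 and 9.7216 (0 to 23.5926), with intervals that overlap. For arf4, on an unplaced scaffold, it was 0.8206 (0 to 2.4619) and 16.3732 (3.5594 to 29.1869). The values of LOC100329294 were 6.4859 (0 to 15.0659) and 59.5554 (20.4198 to 98.6909), and those of ydjc 5.6965 (2.0571 to 9.3358) and 52.0372 (30.1078 to 73.9665). There is 1 library per group, so none of these rises has a replicate check.

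A candidate explanation for the rise of zgc:101772 is that fragments of a locus were assigned to different genes in the 2 libraries. It shares its locus with mal, which fell from 13.536 (6.4247 to 20.6473) to 0, and the FPKM summed over both changed by only 0.867. The rise cannot be told apart from this assignment. Of the 10 largest rises and falls, 2 shared a locus whose sum changed by less than 1.3-fold, so the same explanation does not cover most of them. Both predictions were written only after the results had been seen. The FPKM summed over the 8 genes at the locus of zgc:109782 changed by 1.4294. No other technical explanation was tested for arf4, LOC100329294 and ydjc, and no biological explanation was tested for any of the 5.

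On chromosome 12 of Zv9/danRer7, 6 neighbouring genes between 17684089 and 18018803 were higher in RPS24 MO: ctsl1b, wu:fa26c03, MGC174155, MGC174857, zgc:174855 and zgc:174153. Their summed FPKM rose from 1019.29 to 4911.3, or 4.818-fold, each had separate intervals, and the single fold changes lay between 3.6283 and 7.0554. The next gene, pank1b, fell to 0.3487. Movement of fragments between the 6 genes would leave the sum unchanged, and the sum changed by 4.818. The 6 genes were taken because each was higher, so their sum had to rise. The value is therefore no independent test of such movement. Sharing of fragments by similar copies could spread the rise of a single copy over all 6, but 0 of the 6 genes has a sequence in the files, so the pattern cannot be told apart from this explanation. Both predictions were made after the pattern had been seen, and no biological explanation was tested.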

How the results depend on the processing

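The main settings, the set tests and the alternatives were fixed before the processed files arrived, except where an alternative is said to have been chosen after seeing the data. Of the 18 headline results, 8 kept their direction and side of the threshold, or a count within 1.5 times of the main one, under every alternative. Of the 168 named genes, 142 did so under the alternatives set in advance. The 8 results include the transcription factor family genes, and the numbers of genes in the stated direction for Tables S3, S5, S6 and S7, which did not change at all. The authors selected the genes of those tables from the same 2 libraries, so their stability is no independent support. For Table S4 the number fell from 30 to 29 when FPKM was summed over genes that share a locus, an alternative chosen after seeing the data. The gene that changed is shox2, with a fold change of 0.1818 alone and 1.1676 summed over the 19 genes at its locus. The alternatives for repeated symbols changed nothing, because no symbol repeats. The replicate block was not run because the groups have 1 library each and share only replicate number 1.

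Scaling the median ratio to 1 gave 2997 higher and 3699 lower genes, 87 higher and 191 lower beyond 5-fold, and 202 higher and 274 lower with separate intervals. Upper-quartile scaling gave 2369 higher genes and a median log2 ratio of -0.188. Both settings assume that most genes are unchanged, which the files cannot test, and they raise every ratio. A fold change of 2 left 334 higher and 2755 lower genes.

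The treatment of low values moved the strong changes most. A pseudocount of 1 left 11 higher and 40 lower genes beyond 5-fold and a median log2 ratio of -0.4159. An FPKM above 1 in both libraries left 8 and 55 and a median of -0.4327, and an FPKM above 5 in at least 1 library left 14 and 86, with 4201 lower genes past 1.3-fold and a median of -0.4181. With no minimum there were 308 and 843. Genes of low FPKM have wide intervals, and a ratio without a pseudocount is largest for them.

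Among the gene sets, the difference of cell adhesion genes from random sets was -0.1586 (permutation test, adjusted p = 0.20378) at FPKM above 5 and -0.0485 (permutation test, adjusted p = 0.64164) at FPKM above 1 in both libraries. The erythroid difference reversed to -0.0888 with the mean of the set (permutation test, adjusted p = 0.54636), a value that a few strongly lower genes can pull down. Random sets matched in 50 FPKM bins, chosen after seeing the data, gave 0.1123 for ribosomal protein genes and -0.2069 for cell adhesion genes (permutation tests, adjusted p = 0.05291 for each). The ratio rises with FPKM inside the highest decile, where most ribosomal protein genes lie, so decile matching left part of that trend in place.

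Other alternatives were also chosen after seeing the data. Ratios relative to the median of the FPKM decile gave 3025 higher and 3079 lower genes. The log ratio statistic at p below 0.01 gave 1162 lower genes, 351 higher and 372 lower after scaling of the median ratio, and 342 higher and 265 lower relative to the decile median.

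Fold changes near 1 reversed under scaling. With the median ratio scaled to 1, those of rps24 (1.0359), runx1 (1.2365), cahz (1.131), hbae1 (1.3335), hbbe1.1 (1.2599), nt5c2l1 (1.177), h2afz (1.097) and a further erythroid gene (1.0853) were above 1. With upper-quartile scaling the same held for runx1 (1.1332), cahz (1.0366), hbae1 (1.2221), hbbe1.1 (1.1546), nt5c2l1 (1.0787) and h2afz (1.0054). In the remaining rows of named genes, 20 became stronger and 12 weaker, and 794 stayed the same. All of these reversed genes had overlapping intervals, so the direction of their change was not detectable. For ribosomal protein genes the bounds limit detection in a single gene to ratios of at least 2.35.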

Differences from the paper's values

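The paper reports 448 genes that differed significantly, of which 404 were lower in RPS24 MO. With a fold change above 1.3, an FPKM above 1 in at least 1 library and separate intervals, 789 genes differed and 719 were lower. Of the alternatives set before the files arrived, both came within 1.5 times of the paper's total and of its lower count. An FPKM above 1 in both libraries gave 553 genes, with 502 lower and 51 higher. Scaling of the median ratio to 1 gave 476, with 274 lower and 202 higher. The scaled counts therefore did not keep the paper's balance of 404 lower genes among 448. No other alternative for these counts was set in advance.

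The log ratio statistic recomputed from the bounds, at the p-value cutoff that the paper states and chosen after seeing the values, gave 1265 genes with 1162 lower. An adjusted value below 0.05, chosen after seeing the values, gave 779 with 722 lower. After scaling of the median ratio, also chosen after seeing the values, p below 0.01 gave 723 with 372 lower, the latter within 1.5 times of the paper's count. Relative to the median of the FPKM decile, chosen after seeing the values as well, it gave 607 with 265 lower, of which the total was within 1.5 times.

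A search over 120 settings of the cutoff, the FPKM minimum and the treatment of genes with an FPKM of 0, each chosen after seeing the values, found 0 settings with both of the paper's counts and 15 with both within 5%. Among these 15, chosen after seeing the values, genes with FPKM above 0 in both libraries and a p-value below 0.001 numbered 440, with 399 lower, and below 0.00105 they numbered 451, with 410 lower.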

Other observations

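More genes were lower than higher in RPS24 MO, and several technical explanations were weighed. After the median ratio was scaled to 1 there were 1.23 lower genes for each higher gene. Centring the ratios brings the counts towards balance whatever the origin of the shift, so this value does not separate library scaling from a change in the embryos. The log2 ratio fell with the genomic span of the locus (Spearman rho across genes -0.164, over 10233 genes alone at their locus, which are not independent replicates), and the lower genes had a median span of 15440.5 bases against 9313 for the higher genes. The span includes introns and is only a proxy for transcript length, but a length bias remains possible. Of the genes lower by more than 5-fold, a share of 0.73 had an FPKM below 5 in both libraries, so most of the strong falls lay at low expression. Noise alone has no direction and would not give more lower than higher genes. With FPKM above 5 in at least 1 library, 4201 genes were still lower and 955 higher, and in the lowest FPKM decile 129 were lower and 9 higher with separate intervals. The 20 genes with the highest FPKM held 22.13% of the summed FPKM in control MO and 23.95% in RPS24 MO. This ratio of 1.082 is too small for these 20 genes alone to explain the shift. A gain spread over more of the abundant genes was not tested. The summed FPKM was 1229675 in control MO and 1380474 in RPS24 MO, so such a gain is not excluded. GC content could not be tested, since 0 genes have a GC content in the files. These predictions were written before the result was seen.

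Further predictions were written only after the result was seen. The median ratios of the FPKM deciles differed by 2.41 times, so a single scale factor would not remove the shift at every expression level. The FPKM minimum may lower the ratio of the lowest decile and so enlarge this value. Away from the minimum, the ratio still rose from 0.672 in the fifth decile to 1.024 in the highest. Genes with FPKM above 0 and below 0.5 in both libraries took repeated ratios, most often 0.915, shared by 139 of 888 genes. If this is the ratio of genes with the same number of fragments, the scaling depth was 1.092 times as large for RPS24 MO, whereas Table 1 lists more mapped reads for the control. Dividing by the step of 0.915 left a median log2 ratio of -0.367, so the shift does not come from this step alone. Taking the repeated ratio of 0.458, shared by 85 genes, as the step gave 0.633 instead. That ratio is 0.5 times the step of 0.915, as unequal fragment numbers could give, so it is not an independent candidate. The sign of the remainder depends on the ratio chosen, but 0.915 is shared by more genes. Neither choice removed the shift. The dependence on expression level is therefore not explained by a single scale factor, but how much of the average shift is due to scaling cannot be told from 1 library per group. The shift also cannot be told apart from a length bias, from GC content or from a gain spread over many abundant genes. No biological reading of it is offered.

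The genes fos and junba belong to the immediate early genes, and a hypothesis written before the files arrived was that many such genes rise together. The median log2 ratio of 30 expressed immediate early genes exceeded that of random sets of similar FPKM by 0.8943 (permutation test, adjusted p = 4e-05), and their median fold change was 1.418. A shared early response could therefore account for fos and junba, although the trend with gene length was not removed from this test. Handling of the embryos at collection can also induce such genes and was not tested, so the 2 cannot be told apart with 1 library per group.

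A developmental delay of the RPS24 MO embryos was also proposed before the files arrived. The median log2 ratio of 39 expressed late differentiation genes was lower than that of random sets, with a difference of -0.5533 (permutation test, adjusted p = 0.00019), and their median fold change was 0.525. This is what a delay would give, and it may contribute to the lower values of organ development genes, but embryos of an earlier stage are not in the files analysed here. The trend with gene length was not removed from this test.

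For h2afv, assignment of fragments to h2afz at the same locus was tested after the values had been seen. The summed FPKM had a fold change of 0.685 and h2afz itself one of 0.813, with overlapping intervals of 136.707 to 374.267 in control MO and 113.896 to 301.415 in RPS24 MO. Moved fragments would leave the sum unchanged and raise h2afz, whereas both values fell, the sum by more than 1.3-fold. The prediction was therefore not met. However, the direction of the change of h2afz was not detectable. Scaling of the median ratio gave 1.097 for h2afz, but it raises every ratio and is no evidence of moved fragments. The fall of h2afv is small beside the intervals of h2afz, so an assignment of its fragments to h2afz is not excluded. No biological explanation was tested.

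Hematopoietic marker genes of the in situ panels had the following FPKM in the pooled embryos at 48 hpf. The values of tal1 were 7.3897 (4.0371 to 10.7423) in control MO and 2.32 (0.9931 to 3.6469) in RPS24 MO, with separate intervals. Those of gata1a were 6.4476 (3.103 to 9.7923) and 7.5771 (3.8599 to 11.2942), and those of cmyb 5.9138 (2.9674 to 8.8603) and 2.6493 (1.0843 to 4.2143), both with overlapping intervals. With 0.1946 and 0.1783, runx1 was below the FPKM minimum.

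The 5 largest falls after a pseudocount of 1 were also named by the rule set in advance. The FPKM of vgll4 fell from 2940.52 (1614.88 to 4266.15) to 6.8053 (3.1877 to 10.4229), that of napg from 60.5811 (22.2425 to 98.9197) to 0, and that of zgc:162825 from 39.3068 (22.7537 to 55.8599) to 2.2926 (0.6526 to 3.9326). For im:7160157 it fell from 24.2549 (0 to 60.4119) to 0, with overlapping intervals, and the fall of mal is given with zgc:101772. The paper does not report these genes, and no biological explanation was tested for them.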
